# Keratinocyte Detachment-Differentiation Connection Revisited, *or Anoikis-Pityriasi Nexus Redux*

**DOI:** 10.1371/journal.pone.0100279

**Published:** 2014-06-24

**Authors:** Tomohiro Banno, Miroslav Blumenberg

## Abstract

Epidermis, a continuously self-renewing and differentiating organ, produces a protective stratum corneum that shields us from external chemical, physical and microbial threats. Epidermal differentiation is a multi-step process regulated by influences, some unknown, others insufficiently explored. Detachment of keratinocytes from the basement membrane is one such pro-differentiation stimulus. Here, we define the transcriptional changes during differentiation, especially those caused by detachment from the substratum. Using comprehensive transcriptional profiling, we revisited the effects of detachment as a differentiation signal to keratinocytes. We identified the genes regulated by detachment, the corresponding ontological categories and, using metaanalysis, compared the genes and categories to those regulated by other pro-differentiating stimuli. We identified 762 genes overexpressed in suspended keratinocyte, including known and novel differentiation markers, and 1427 in attached cells, including basal layer markers. Detachment induced epidermis development, cornification and desmosomal genes, but also innate immunity, proliferation inhibitors, transcription regulators and MAPKs; conversely the attached cells overexpressed cell cycle, anchoring, motility, splicing and mitochondrial genes, and both positive and negative regulators of apoptosis. Metaanalysis identified which detachment-regulated categories overlap with those induced by suprabasal location *in vivo*, by reaching confluency *in vitro*, and by inhibition of JUN kinases. Attached and *in vivo* basal cells shared overexpression of mitochondrial components. Interestingly, melanosome trafficking components were also overexpressed in the attached and *in vivo* basal keratinocytes. These results suggest that specific pro-differentiation signals induce specific features of the keratinization process, which are *in vivo* orchestrated into harmonious epidermal homeostasis.

## Introduction

Human epidermis is a constantly self-renewing and differentiating structure, composed mainly of keratinocytes that proliferate in the basal layer and, after detachment, progress through a complex process that results in a protective stratum corneum. Disruption of epidermal differentiation results in severe diseases, from skin cancers and bullous diseases to non-healing wounds, inflammation and infections; this currently presents grave health issues [1]. Aspects of epidermal differentiation have been reviewed recently [2], [3].

The commencement of differentiation is regulated at several levels and by multiple influences, including Ca^++^ gradient, UV exposure, drug reactions etc. [4]–[7]. *In vitro*, keratinocyte differentiation can be induced by confluency, raising Ca^++^ levels, inhibition of JNK, Ephrins and other agents [4], [8]–[10]. In a pioneering study a decade-and-half ago Dr. Watt and her collaborators suggested that the detachment from the basement membrane is one of stimuli for differentiation; they showed that keratinocytes, prevented from attachment to a substratum, produce involucrin a canonical differentiation marker [11]. They also demonstrated that fibronectin can partially delay this process, and so can laminin and collagen [12]. These components of the basement membrane are all ligands for integrins, which suggested that integrin signaling, or rather lack thereof, plays a role in initiating keratinocyte differentiation [13], [14].

Our objective in this work was to define comprehensively the transcriptional changes in keratinocytes prevented from attachment to the substratum. This is important because several genodermatoses, such as epidermolysis bullosa, and blistering diseases, such as bullous pemphigoid involve keratinocyte detachment from the basement membrane [15], [16]. In these conditions, the epidermal differentiation is altered as a direct or indirect consequence of keratinocyte detachment.

We also wanted to compare the transcriptional profile of suspended keratinocytes to profiles of keratinocytes induced to differentiate by other means, namely in the suprabasal layers of the epidermis *in vivo*, keratinocytes grown to confluency in culture, and those treated with JNK inhibitors [10], [17]. Therefore, we prepared two batches of keratinocytes, one grown in standard tissue culture dishes, i.e., substrate-bound, the other in bacteriological Petri dishes, unable to attach, i.e., in suspension. We harvested the RNA from the two cultures and compared the transcriptomes using microarrays.

We found that detached keratinocytes indeed commence a complex differentiation program, which incorporates production of canonical differentiation markers, including components of the cornified envelopes. Simultaneously, the detached keratinocytes discontinue production of basal-layer characteristic proteins, including integrins and, notably, the cell cycle machinery. Suspension induces inhibitors of proliferation and enzymes of lipid and steroid metabolism, while suppressing mitosis, mitochondrial and attachment proteins, splicing and ribosomal components.

We then compared the transcription profile of suspended cells with the profiles of suprabasal epidermis [18], keratinocytes grown to confluency [17], and those treated with JNK inhibitor SP600125 [10]. Some of the differentiation markers and processes detachment shares with confluency (e.g., lipid metabolism), others with JNK inhibition (e.g., steroid metabolism), yet others are shared only with *in vivo* suprabasal cells (e.g., mitochondrial proteins), but not with other differentiation inducers. Overall, the results suggest that there are multiple, parallel and independent pathways leading to epidermal differentiation and that detachment from the substratum initiates a characteristic subset of these pathways.

## Results

To determine the molecular effects of detachment of keratinocytes from their substratum and the role detachment plays in initiating differentiation, we compared the transcriptomes of attached and suspended keratinocyte cultures. Keratinocytes in standard keratinocyte growth medium but in bacteriological culture plates remain alive but do not proliferate (Fig 1). They round up and remain suspended as single cells in the absence of Ca^++^; however, upon addition of Ca^++^ keratinocytes bunch up, connect to one another forming clumps that resemble dandruff (in Greek *pityriasi*, *πιτψριασι*). This suggests that in suspension keratinocytes produce junctional proteins, including desmosomes, markers of suprabasal, differentiating epidermal layers. The expression of desmosomal proteins supports the suggestion that keratinocytes in suspension commence differentiation [19].

**Figure 1:**
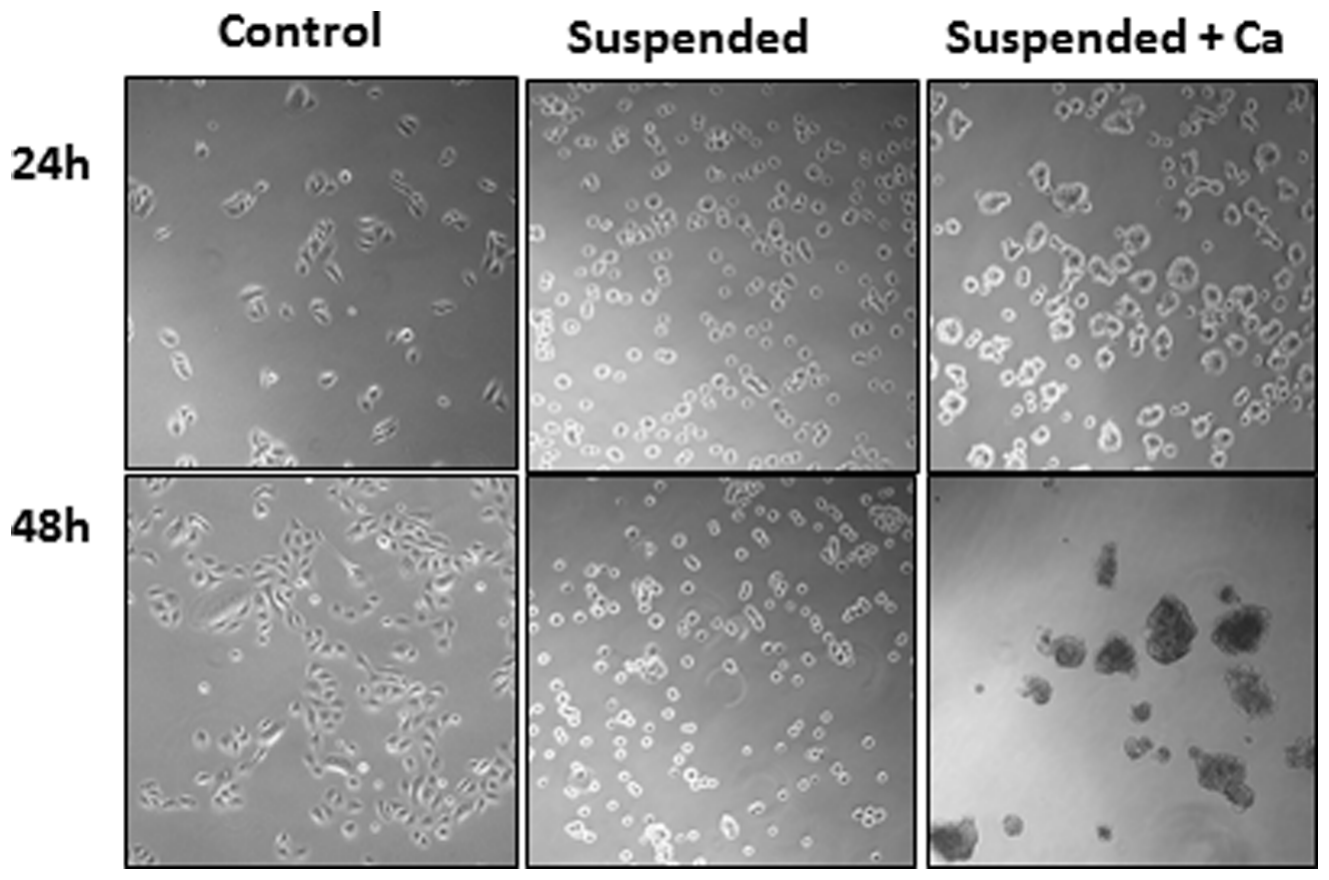
Suspended and attached keratinocytes. Cultures 24 and 48

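Transcript levels in primary human epidermal keratinocytes were measured on 2 Affymetrix U95Av2 arrays, 1 from attached and 1 from suspended cells, after 48 h. The sample labels give a confluence of about 70%. On this array each transcript is read by a probe set, a group of short oligonucleotides that hybridize with labeled cRNA. The authors obtained the signals with MAS 5.0 and scaled each array by its overall signal. The deposited values of the 12625 probe sets run from 1.71 to 13.78 in attached and from 1.66 to 13.84 in suspended cells, with medians of 5.74 and 5.76. Read as log2 signals, which this range allows and which nothing in the deposited table states, differences between them are log2 ratios of suspended over attached. The deposited table has no detection calls, so a probe set was kept when the brighter of its signals reached the median of both arrays, 5.75. This kept 7177 probe sets and 5164 genes, and the brightest probe set stood for each gene. Where the dimmer signal lay below 5.75, the fold is given as a lower bound, the brighter signal over 5.75, and no fold is given where both lay below. With 1 array per condition, no difference has a replicate check, the number of arrays limits the precision, and no p-value was computed. As a measure of technical error, the log2 ratios of the brightest probe sets of 898 genes with at least 2 kept probe sets were compared within each gene. The SD for 1 probe set was 0.55, close to the 1.5-fold threshold of 0.58 on the log2 scale, and 0.30 when taken from the median absolute deviation, which gives less weight to the genes whose probe sets disagree most. Gene lists were written before the data were examined. Several share genes with the paper's tables, which the authors drew from these same arrays. The direction of those genes was already published. Each is described by its median log2 ratio and by the percentile of that median among 10000 random lists of the same size matched on mean signal, which describes these arrays and is not a test of the conditions.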

We used microarrays to compare the transcription profiles of the attached and suspended keratinocytes. We compared a single line of primary cultured cells grown on tissue culture plates with the same cells grown in suspension, in bacteriological plates. We found 762 genes overexpressed in the suspended, and 1427 in the attached cultures; (genes were considered regulated if the expression levels differed more than 1.5-fold. 

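Among the 7177 probe sets above the filter, 1517 were more than 1.5-fold higher in suspended and 1963 more than 1.5-fold higher in attached cells. In genes with at least 1 such probe set, these were 1144 and 1508, of which 9 had probe sets in both directions. At a threshold of 2-fold the numbers were 602 and 1036 genes. When a gene had more than 1 kept probe set and its brightest was past the threshold, as for 409 genes, the next brightest pointed the same way for 374 and was past 1.5-fold in the same direction for 301. It was past 1.5-fold in the opposite direction for 5. The highest lower bounds in suspended cells were those of S100A8 (at least 108-fold), S100A9 (at least 95.9-fold) and S100A7 (at least 81.1-fold), which encode calcium-binding proteins of differentiating and inflamed epidermis. They were followed by the protease inhibitor PI3 (at least 74.8-fold). KLK6, a kallikrein protease, had a log2 signal of 6.39 in attached and 12.52 in suspended cells, a ratio of 70.0-fold. Genes higher in attached cells were ranked with dim signals raised to the filter value. The first were fibronectin FN1 (at least 53.3-fold), vimentin VIM (at least 48.3-fold) and laminin LAMB3. LAMB3 had log2 signals of 11.66 in attached and 6.14 in suspended cells. With signals not raised VIM came before FN1, with log2 ratios of -7.54 and -6.03. SERPINE2 (at least 40.6-fold), caveolin CAV1 (at least 26.8-fold) and EMP3 (at least 21.8-fold) came with ITGB4 and ITGA6 among the 15 genes with the lowest ratios when dim signals were raised. AZGP1 (at least 54.3-fold) and ATP12A (log2 ratio 5.62) were among the 15 highest, and the tubulins TUBA1A (at least 16.0-fold) and TUBA1B (log2 ratio -4.22), ODC1 (log2 ratio -3.84) and FEZ1 (at least 14.1-fold, with a log2 ratio of -0.10 by its other kept probe set) among the 15 lowest.

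**Figure D1:**
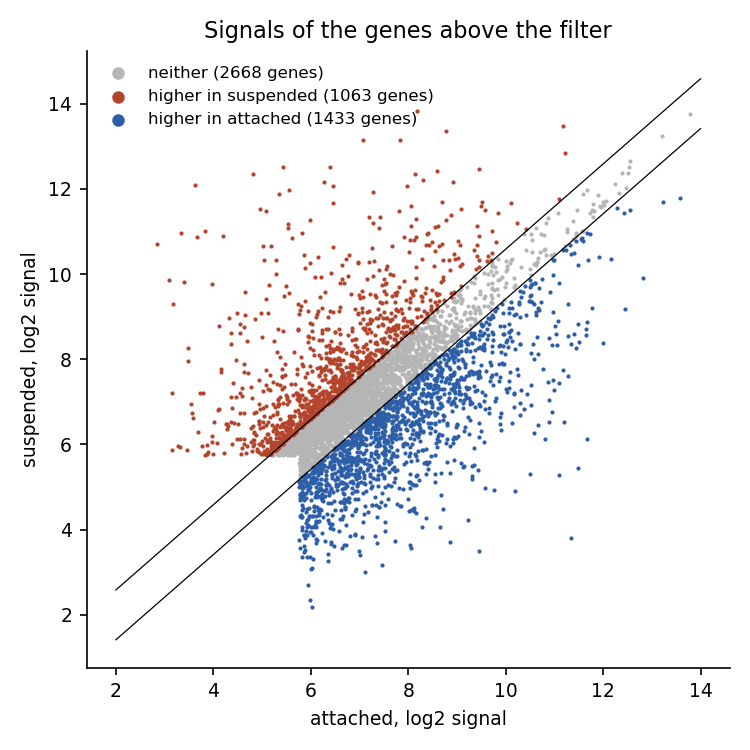
Log2 signal in suspended against attached cells for the 5164 genes above the filter, by the brightest probe set of each gene, with lines at a 1.5-fold difference. By this measure 1063 genes lie above the upper line, 1433 below the lower line and 2668 between them.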

The full lists of differentially expressed genes are given in the Supplement, Tables S1 and S2, resp. We confirmed the regulation of a subset of genes, specifically Transglutaminase 1 and Notch 1, using Northern blots (not shown).

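TGM1, which encodes transglutaminase 1, had a log2 signal of 5.62 in attached and 10.84 in suspended cells, at least 34.1-fold higher in suspension. NOTCH1 had no probe set assigned to it alone in the annotation used here. NOTCH3 was at least 7.51-fold higher in suspended cells, with log2 signals of 5.43 and 8.66. HES1, a target of Notch signaling, had a log2 ratio of 0.89. The ligands JAG1 and JAG2 were lower in suspended cells, with log2 ratios of -0.82 and -1.22. Over the 12 genes of the Notch pathway above the filter the median log2 ratio was 0.38, at the 88.3 percentile of random lists, with 5 higher in suspended and 2 in attached cells. Under scaling to the spike-in controls the median was 0.03, with 1 and 2.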

### Genes induced in keratinocytes in suspension

If detachment initiates aspects of differentiation, we would expect the known keratinization markers to be expressed in suspended cultures. Indeed, the most prominent ontological category induced in suspended culture was ‘Epidermis development/Ectoderm development’ with p-value 2.53E-16 (Table 1a). This category includes such genes as involucrin, filaggrin, transglutaminase 1 and SPRRs, the canonical markers of epidermal differentiation; these are marked with double asterisks in Table 1a. Many of these are components of cornified envelopes (marked with asterisks in Table 1a). Moreover, the expression of desmosomal components and desmosomes-associated proteins was also prominently induced in suspension, p-value 4.37E-8 (Table 1b), corroborating the results shown in Fig. 1. These findings fully validate the suggestion that detachment of keratinocytes induced their differentiation.

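Involucrin (IVL) had a log2 signal of 6.27 in attached and 12.17 in suspended cells, a log2 ratio of 5.90. Filaggrin (FLG) was near the low end of the signals in attached cells, at 2.84, and reached 10.70 in suspended cells, at least 31.0-fold higher. SPRR1A, SPRR1B and SPRR2D, which encode small proline-rich proteins, had log2 ratios of 5.66, 5.30 and 4.20. SPRR1A had the highest log2 signal on the suspended array, 13.84. The keratins of suprabasal layers were higher too: KRT1 was at least 52.7-fold higher and KRT10 had a log2 ratio of 3.84. KRT16, a keratin of activated epidermis, had a log2 ratio of 4.59. From Table 1a, 49 genes could be matched to a current symbol and 47 of these to a probe set, some through Table S1, which pairs probe sets with symbols. All 47 were more than 1.5-fold higher in suspended cells, 1 of them with both signals below the filter. With dim signals raised to the filter value 45 were. The median log2 ratio was 3.23. Since Table 1a was drawn from genes the authors had found higher in these same cells, this count shows that the deposited values belong to the table. The same limit applies to the counts given below for Tables 1b, 1c, 1e, 1f, 2a and 2b, also drawn from these arrays. The caption of Table 1 names attached cells and that of Table 2 suspended cells, the opposite of the paper's results text. The directions given in the results text were used for both tables.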

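Of the 38 genes of the cornified envelope, listed before the data were examined, 21 were on the array and 20 were above the filter. All 20 were more than 1.5-fold higher in suspended cells. Their median log2 ratio was 4.26, or 4.23 with dim signals raised to the filter value, above all 10000 random lists. The lowest log2 ratio among them was 1.08, for SPRR2C. All but SPRR2C, PI3 and DNASE1L2 are also in Table 1a, so the direction of most was already published. PI3 and DNASE1L2 had log2 ratios of 6.43 and 3.68. Loricrin (LORICRIN) had a log2 ratio of 3.69, cystatin CST6 was at least 42.9-fold higher by its brightest probe set, with a log2 ratio of 0.44 by another, and sciellin (SCEL) was at least 14.1-fold higher. TGM3 was at least 4.91-fold and TGM5 at least 2.41-fold higher. Among 18 genes of the epidermal differentiation complex, some of which are also counted above, 12 were higher in suspended cells, 3 were higher in attached cells and 3 differed by less than 1.5-fold.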

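Desmosomal genes above the filter numbered 14, of which 11 were more than 1.5-fold higher in suspended and 2 in attached cells. Their median log2 ratio was 1.61, at the 99.99 percentile of random lists. All but DSG3, DSG2, DSC3 and PKP4 are also in Table 1b, so the direction of most was already published. DSG3, DSG2, DSC3 and PKP4 had log2 ratios of 0.93, -2.91, -0.67 and -0.26. Desmocollin 1 (DSC1) was at least 38.2-fold higher in suspension, corneodesmosin (CDSN) had a log2 ratio of 5.20 and periplakin (PPL) of 4.08. Desmoplakin (DSP), plakoglobin (JUP) and plakophilin 1 (PKP1) were already bright in attached cells, with log2 signals of 9.46, 10.11 and 7.39, and had log2 ratios of 1.44, 1.55 and 1.78. The genes higher in attached cells were DSG2, at least 5.29-fold, and DSC3, with log2 signals of 6.21 in attached and 5.54 in suspended cells, below the filter, so that it was not past the threshold with the dim signal raised to the filter value. These last names were chosen after their values were seen. The 10 genes of Table 1b were all higher in suspended cells, with log2 ratios from 1.38 to 5.26 with dim signals raised to the filter value. Of 7 tight junction genes above the filter, 3 were higher in suspended cells and none was higher in attached cells, with a median log2 ratio of 0.50. Under scaling to the spike-in controls these were 2 and 1, with a median of 0.11.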

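In contrast with the suprabasal keratins, all 3 keratins of the basal layer were lower in suspended cells. KRT14 and KRT5 were among the brightest genes on the attached array, with log2 signals of 13.58 and 12.42, and had log2 ratios of -1.78 and -0.99. KRT15 had a log2 ratio of -2.68. The 4 keratins of simple epithelia above the filter were lower as well, with a median log2 ratio of -3.39, led by KRT19 at -4.37 and KRT18 at -3.61. Of 7 suprabasal keratins, 6 were more than 1.5-fold higher in suspended cells and the median log2 ratio was 2.63. The direction of these medians was the same under every scaling and filter tried. From the induction of the ectoderm development genes, including the canonical markers and components of the cornified envelope, together with that of the desmosomal genes, the paper concludes that detachment of keratinocytes induces their differentiation.

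**Figure D2:**
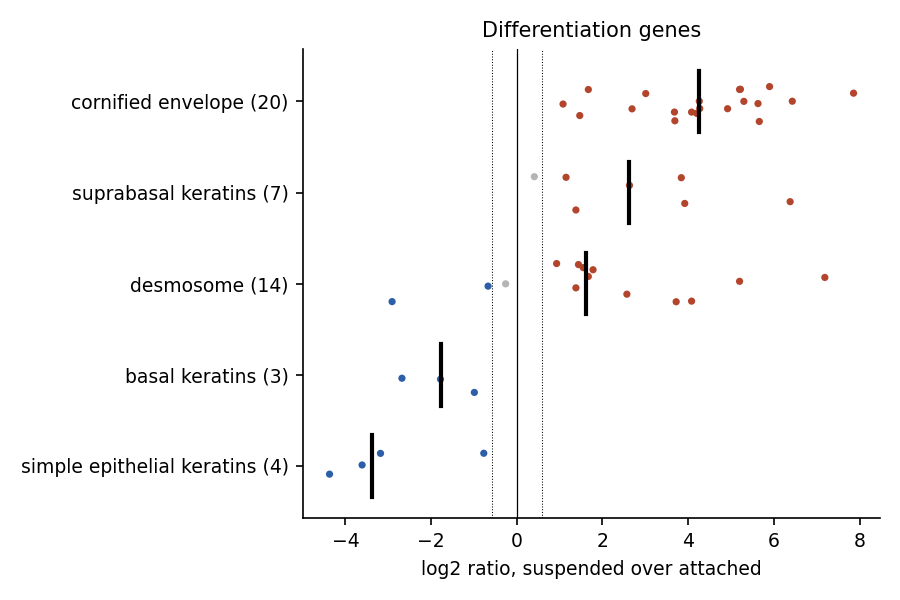
Log2 ratio of suspended over attached cells for each gene above the filter, in 5 gene lists, with the number of genes in parentheses. Bars are medians, dotted lines mark 1.5-fold, red points were higher in suspended and blue points in attached cells. The cornified envelope genes all lie at or above 1.08 and the basal keratins all lie below 0.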

**Table 1:** Ontological categories overexpressed in attached keratinocytes.

**a) Ectoderm development**	**c) Response to bacteria**
arachidonate 12-lipoxygenase, 12R type	adrenomedullin
BARX homeobox 2	CD24 molecule CD24 molecule-like 4
cellular retinoic acid binding protein 2	cytochrome P450, polypeptide 1
corneodesmosin **	defensin, beta 1 ∼∼
cystatin A (stefin A) **	defensin, beta 4 ∼∼
cystatin E/M	histone cluster 1, H2bi
desmoplakin **	histone cluster 1, H2bj
E74-like factor 5 (ets domain transcription factor)	histone cluster 1, H2bk
envoplakin **	histone cluster 2, H2be
epiregulin **	interleukin 6 receptor
fatty acid binding protein 5 (psoriasis-associated)	jun oncogene
filaggrin **	mitogen-activated protein kinase 14
forkhead box N1 **	NFkB inhibitor, alpha
involucrin **	protein phosphatase 1D, delta isoform
kallikrein-related peptidase 7	ribosomal protein S6 kinase, 70kDa, polypeptide 1
keratin 1 **	S100 calcium binding protein A12
keratin 10 **	S100 calcium binding protein A7
keratin 13	thrombomodulin
keratin 16	tribbles homolog 1
keratin 17	v-fos FBJ oncogene homolog
keratin 2 **	Wiskott-Aldrich syndrome-like
keratin 31	
keratin 9 **	**d) Negative regulators of proliferation**
Kruppel-like factor 4	adrenomedullin
late cornified envelope 2B **	alpha-2-glycoprotein 1
loricrin **	B-cell CLL/lymphoma 6
MAX interactor 1 **	B-cell translocation gene 1, anti-proliferative
ovo-like 1	bone morphogenetic protein 2
periplakin **	BTG family, member 2
peroxisome proliferator-activated receptor delta **	C/EBPalpha
S100 calcium binding protein A7 **	CD24 molecule
sciellin **	CDK inhibitor 1B (p27, Kip1)
serine peptidase inhibitor, Kazal type 5	CDK inhibitor 1C (p57, Kip2)
SMAD specific E3 ubiquitin protein ligase 1	formin binding protein 1
small proline-rich protein 1A **	gamma-glutamyl hydrolase
small proline-rich protein 1B (cornifin) **	glucosidase, beta acid
small proline-rich protein 2G **	hyaluronoglucosaminidase 1
small proline-rich protein 2D **	iduronate 2-sulfatase
thioredoxin interacting protein **	palmitoyl-protein thioesterase 2
TIMP metallopeptidase inhibitor 2 **	potassium voltage-gated channel 1
transducer of ERBB2, 1 **	sphingomyelin phosphodiesterase 1,
transglutaminase 1 (K epidermal type I) **	tripartite motif-containing 23
transglutaminase 3 (E polypeptide) **	ubiquitin specific peptidase 4 (proto-oncogene)
transglutaminase 5	ubiquitin specific peptidase 6 (Tre-2 oncogene)
transmembrane protein 115 **	
tribbles homolog 1 (Drosophila) **	**e) Response to steroid hormone**
UDP-glucose ceramide glucosyltransferase	adrenomedullin
v-erb-b2 oncogene homolog 2	carbonic anhydrase II
zinc finger and BTB domain containing 17	CD24 molecule
	crystallin, alpha B
**b) Desmosome**	cyclin E1
corneodesmosin	dual specificity phosphatase 1
desmocollin 1	E1A binding protein p300
desmocollin 2	GATA binding protein 3
desmoglein 1	heme oxygenase (decycling) 1
desmoplakin	interleukin 1 receptor antagonist
envoplakin	interleukin 6 receptor
junction plakoglobin	jun B proto-oncogene
periplakin	PPAR gamma
plakophilin 1	phosphatase and tensin homolog
plakophilin 3	protease, serine, 8
CDK4 inhibitor 2B (p15)	regulator of calcineurin 1
epiregulin	retinoid X receptor, alpha
heme oxygenase (decycling) 1	ribosomal protein S6 kinase, 70 kDa, polypeptide 1
hyaluronoglucosaminidase 1	thioredoxin interacting protein
insulin-like growth factor binding protein 5	v-erb-b2 oncogene homolog 2
jumonji, AT rich interactive domain 2	v-fos FBJ oncogene homolog
K(lysine) acetyltransferase 2B	
keratin 4	**f) MAPK Pathway**
Kruppel-like factor 10	C/EBPalpha
Kruppel-like factor 4	MAP kinase interacting serine/threonine kinase 2
vacuolar protein sorting 4 homolog B	mitogen-activated protein kinase 3
	jun oncogene
	mitogen-activated protein kinase 13
	mitogen-activated protein kinase 14
	mitogen-activated protein kinase 6
	mitogen-activated protein kinase 7
	mitogen-activated protein kinase kinase 3
	mitogen-activated protein kinase kinase kinase 4

a) Ectoderm development. Known components of the cornified envelopes are marked with double asterisks. b) Desmosomal; proteins. Some of these are also noted as ectoderm development markers. c) Response to bacteria; the two defensins are marked with tildes. d) Negative regulators of proliferation. e) Genes responding to steroid hormone regulation. f) Components of the MAPK signaling cascades.

One important function of differentiating keratinocytes is to provide an antimicrobial barrier. Indeed, we find that suspension induced the ‘Response to bacteria’ ontological category, p-value 1.09E-3 (Table 1c). 

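Genes of antimicrobial defence, listed before the data were examined, had a median log2 ratio of 5.04 over the 12 above the filter, or 4.58 with dim signals raised to the filter value. Of these, 10 were more than 1.5-fold higher in suspended cells and none was higher in attached cells. The median was above all 10000 random lists, and was 1.25 when probe sets were kept without a filter, since 6 further members on the array had both signals below 5.75. S100A8 and S100A9, the subunits of calprotectin, had log2 signals of 12.51 and 12.34 in suspended cells. SLPI, a secreted protease inhibitor, had a log2 ratio of 6.07 and a signal of 13.14 in suspended cells. S100A12 was at least 10.0-fold higher. Of 19 genes of Table 1c with a probe set, some of them named through Table S1, all were more than 1.5-fold higher in suspended cells, or 18 with dim signals raised to the filter value, which gives log2 ratios from 0.38 to 6.34. That table includes H2B histone genes, of which H2BC21 was at least 8.51-fold and H2BC11 at least 3.12-fold higher. H2BC5, which is not in it, was at least 8.04-fold higher.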

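Beta-defensin 1 (DEFB1) had a log2 signal of 5.89 in attached and 10.14 in suspended cells, a log2 ratio of 4.25. For beta-defensin 4, the probe set that Table S1 names DEFB4A is shared between several genes in the annotation used here. Its log2 signals were 5.60 and 7.52, at least 3.40-fold higher in suspended cells. The interleukin-1 receptor antagonist IL1RN had a log2 ratio of 3.08, while the chemokine CXCL1 was at least 2.82-fold higher in attached cells. Over 11 chemokines and cytokines above the filter the median log2 ratio was 0.20, with 3 higher in suspended and 2 in attached cells, and -0.22 under scaling to the spike-in controls, with 1 and 2.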

Defensins beta-1 and beta-4 are among the induced genes. This suggests that innate immunity is an intrinsic aspect of keratinocyte differentiation.

Mitotic figures are only seen in the basal layer of the epidermis [20]. As keratinocytes leave the basal layer to commence differentiation, they simultaneously cease proliferation; this process involves induction of negative regulators of proliferation, with p-value 7.18E-5 (as well as suppression of the cell cycle machinery, see below). 

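Among 19 negative regulators of proliferation above the filter, 13 were more than 1.5-fold higher in suspended and 1 in attached cells, with a median log2 ratio of 1.12, above all 10000 random lists. Under scaling to the spike-in controls the median was 0.71, with 13 and 3. With the filter at the 75th percentile it was 1.91. KLF4 was at least 15.8-fold higher in suspended cells. MXD1 was at least 9.20-fold higher, and CEBPA and MXI1 had log2 ratios of 3.33 and 2.05. The cyclin-dependent kinase inhibitor CDKN1C had a log2 ratio of 2.64, while those of CDKN1B and CDKN2B were near the threshold once the filter value bounded the attached signal, at least 1.31-fold and 1.88-fold higher. CDKN1A, named after its value was seen, was bright in both cultures and had a log2 ratio of 0.17. TOB1 had a log2 ratio of 2.01.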

The negative regulators of proliferation induced in suspension are listed in Table 1d.

The physical barrier of the stratum corneum contains lipids, 50% ceramides, 25% cholesterol, and 15% free fatty acids and others [2]. Indeed, we find enzymes of fatty acid and cholesterol metabolism induced in suspended cultures (see below). However, we were surprised that ‘Response to steroid hormone’ is also a category induced by suspension, with p-value 1.03E-3 (Table 1e). 

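The genes of lipid metabolism were mixed. Of 17 genes of fatty acid oxidation and lipid droplets, 9 were more than 1.5-fold higher in suspended and 4 in attached cells, with a median log2 ratio of 1.07, at the 99.99 percentile of random lists. The median was 0.46 with the filter at the 25th percentile and 0.41 under scaling to the spike-in controls. ETFDH was at least 6.81-fold higher, FABP5 had a log2 ratio of 2.94, PLIN2 of 2.12 and ACADVL of 1.50. Of 10 genes of fatty acid synthesis, 2 were higher in suspended and 6 in attached cells, with a median of -0.81. ELOVL5 was at least 8.65-fold higher in attached cells, with a log2 ratio of -0.36 by its other kept probe set, and ACLY, FADS2 and FASN had log2 ratios of -1.81, -1.76 and -1.30. Ceramide and barrier lipid genes split into 5 higher in suspended and 3 in attached cells. SULT2B1, SMPD1 and UGCG had log2 ratios of 5.27, 4.19 and 3.90 and ABCA12 was at least 16.7-fold higher. Their median was 0.27, and it was 2.25 with the filter at the 75th percentile and -0.09 under spike-in scaling. Of 17 genes of cholesterol synthesis, 2 were higher in suspended and 6 in attached cells, or 5 and 6 under quantile normalization. TM7SF2 had a log2 ratio of 4.66, against -2.38 for HMGCS1, -1.85 for LSS and a lower bound of 3.63-fold in attached cells for ACAT2. The median of this list was 0.21, and -0.14 under spike-in scaling.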

The genes responsive to steroid hormone may be more associated with the innate immunity or the control of inflammation; adrenomedullin, a vasodilator, DUSP1, IL-1Ra and IL-6R may have such functions. This result also substantiates the findings that epidermis is a proximal source of steroid hormones and the ‘response to steroid hormone’ may be a response to the steroids endogenously produced in the epidermis [21], [22]. 

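Adrenomedullin (ADM) had a log2 signal of 5.95 in attached and 9.14 in suspended cells, and IL6R had signals of 5.97 and 7.45. The phosphatase DUSP1 was at least 40.3-fold higher in suspended cells. Of 20 genes of Table 1e with a probe set, all were higher in suspended cells by more than 1.5-fold, 1 of them with both signals below the filter, and 17 were with dim signals raised to the filter value. Their median log2 ratio was 2.66, or 2.12 with signals so raised. Of 18 genes on the array from the list of steroid hormone synthesis, 8 were above the filter. Of these 8, 1 was higher in suspended cells, CYP11B1 at 0.85, and 1 in attached cells, HSD17B4 at -0.75. Their median log2 ratio was 0.27, at the 62.4 percentile of random lists, and -0.17 under scaling to the spike-in controls.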

Importantly, steroid metabolism is also an important and well known aspect of epidermal differentiation [2]; therefore, the ‘Response to steroid hormone’ category may be directly related to the lipid metabolism aspect of epidermal differentiation.

Several genes encoding components of the MAPK pathway, including 5 MAPKs, are induced in suspension, p-value 1.23E-6 (Table 1f). 

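Of 28 genes of the MAPK cascades above the filter, 13 were more than 1.5-fold higher in suspended and 4 in attached cells. The median log2 ratio was 0.48, at the 99.5 percentile of random lists, and 0.12 under scaling to the spike-in controls. Among the MAPK genes themselves, MAPK13, MAPK3, MAPK7 and MAPK6 were higher, with log2 ratios of 1.66, 1.63, 1.44 and 1.42. MAPK14, whose probe set was named through Table S1, had log2 signals of 6.87 and 8.20. MAP3K9 was at least 3.64-fold higher, and MAP3K4, MAP2K3 and MAPKAPK3 had log2 ratios of 1.43, 1.41 and 1.54. All 10 genes of Table 1f, which the authors drew from these same arrays, were more than 1.5-fold higher. The phosphatases that act on MAPKs went both ways. DUSP8 had a log2 ratio of 1.37, while DUSP6 had one of -3.48 and DUSP4 was at least 4.82-fold higher in attached cells. Over 12 such genes 5 were higher in suspended and 4 in attached cells. Their median was 0.11, and it was -0.06 without a filter or with the filter at the 25th percentile. Under scaling to the spike-in controls it was -0.24, with 4 higher in suspended and 5 in attached cells.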

Their role in epidermal differentiation has been noted in many studies [23], [24] and thus is confirmed here. The MAPK pathway activates the AP1 transcription factor, comprising Jun and Fos proteins, which are known to play significant roles in the expression of differentiation-specific keratin proteins [25], [26].

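JUN was at least 2.29-fold higher in suspended cells and JUNB had a log2 ratio of 2.71. FOS had log2 signals of 7.55 in attached and 8.39 in suspended cells, a ratio of 1.78-fold. Over 19 genes of AP1 and the immediate-early response, 15 were more than 1.5-fold higher in suspended and 1 in attached cells. Their median log2 ratio was 1.73, above all 10000 random lists, or 1.06 with dim signals raised to the filter value. EGR3 was at least 16.1-fold higher, ZFP36 had a log2 ratio of 3.00 and MAFF of 2.66. Suspended cells were harvested by centrifugation and attached cells by scraping, so the harvest differed between these arrays along with the culture.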

Importantly, the suspension of keratinocytes results in extensive changes of the transcription machinery (Table S3). 

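Transcription factors known from epidermal differentiation, listed before the data were examined, had a median log2 ratio of 2.01 over 24 genes above the filter. Of these, 18 were more than 1.5-fold higher in suspended and 1 in attached cells, and the median was above all 10000 random lists. Without probe sets marked as shared the median was 1.28 over 20 genes, with 14 higher in suspended and 1 in attached cells. HOPX was at least 35.4-fold higher in suspended cells and DLX5 at least 12.6-fold. PRDM1 had a log2 ratio of 3.46 and OVOL1 of 3.23. GATA3 was at least 7.67-fold higher and CEBPB had a log2 ratio of 2.45.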

Many positive as well as negative regulators of transcription are induced by suspension; depending on the context, many induced transcription regulators can act positively and negatively and, therefore, appear in both lists in Table S3 with p-values 5.95E-10 and 1.47E-6, resp. We note prominent among transcription factors in the positive regulators category are the members of the nuclear receptor family, RAR, RXR, T3R, PPARs and RAR-related orphan receptor A, and the associated nuclear receptor coactivators 1 and 2. These reflect the significant roles nuclear receptors play in regulating epidermal differentiation [27]–[29]. 

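RARG had a log2 signal of 7.62 in attached and 8.90 in suspended cells, and RXRA had signals of 7.85 and 9.18. PPARD had a log2 ratio of 2.64. PPARG was higher in suspended cells, but both of its signals, 4.02 and 5.23, lay below the filter. PPARA, RARA and RARB lay below it in both cultures too. In attached and suspended cells their log2 signals were 5.32 and 5.33, 5.68 and 5.63, and 4.67 and 4.95. RORA was at least 5.74-fold higher. The coactivators NCOA1 and NCOA2 were at least 2.50-fold and at least 1.66-fold higher. For the thyroid hormone receptor THRA the brightest probe set gave a log2 ratio of 0.30, and its other kept probe sets had signals below the filter in attached cells, 5.24 and 5.63, against 5.84 and 6.48 in suspended cells. Of 24 nuclear receptors and coactivators above the filter, 13 were more than 1.5-fold higher in suspended cells and none in attached cells. The median log2 ratio was 0.71, or 0.49 with dim signals raised to the filter value and 0.30 under scaling to the spike-in controls.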

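ETS2 and MAF, cellular homologs of the viral oncogenes v-ets and v-maf, had log2 ratios of 2.50 and 2.39. REL, the homolog of v-rel, had log2 signals of 4.88 in attached cells, below the filter, and 6.23 in suspended cells, at least 1.40-fold higher in suspended cells. For FOS, the homolog of v-fos, the difference was smaller than for JUNB.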

Interestingly, several viral oncogene homologs, v-ets, v-fos, v-maf and v-rel, are induced in suspended keratinocytes, as if the commencement of differentiation permits keratinocytes to express these genes, which may be too dangerous in basal, proliferation-competent cells.

### Genes overexpressed in the substrate-attached keratinocytes, compared to in the detached ones

One of the most prominent ontological categories differentially expressed in the attached keratinocytes is the cell cycle, with p-value 9.12E-19 (Table S4). 

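Mitotic genes above the filter numbered 33, of which 27 were more than 1.5-fold higher in attached and none in suspended cells. Their median log2 ratio was -1.59, below all 10000 random lists. Many were dim in suspended cells, and with dim signals raised to the filter value the median was -0.92. CCNB1 was at least 3.94-fold higher in attached cells, CKS1B at least 5.32-fold and CKS2 at least 4.83-fold, and UBE2C had a log2 ratio of -2.11. Of 33 DNA replication genes, 24 were higher in attached and none in suspended cells, with a median of -0.99. MCM6 was at least 4.87-fold higher in attached cells, FEN1 at least 6.12-fold and DUT at least 10.4-fold. Proteasome subunits were higher in attached cells for 23 of 37 genes, with a median of -0.73 and PSMA3 at -2.29. The cyclins and kinases of G1 were mixed, with 4 of 11 higher in attached and 2 in suspended cells. CCND1, CDK4 and CCND2 had log2 ratios of -2.57, -2.17 and -1.99, while CCNE1 had one of 1.38.

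**Figure D3:**
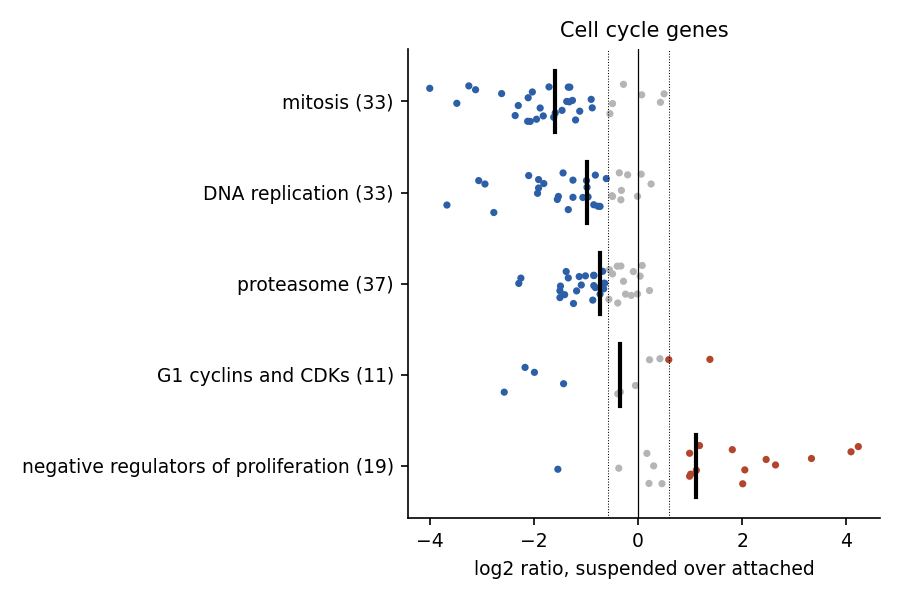
Log2 ratio of suspended over attached cells for each gene above the filter, in 5 gene lists, with the number of genes in parentheses. Bars are medians, dotted lines mark 1.5-fold, red points were higher in suspended and blue points in attached cells. No gene of the mitosis, DNA replication and proteasome lists lies above the upper dotted line.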

Fully 150 genes belong to this category and include the CDC family, CDKs, cyclins, proteasome subunits, aurora kinases, kinesins and other microtubule associated cytoskeletal components, septins, as well as DNA replication proteins, e.g., MCM complex. 

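EGFR had a log2 signal of 9.02 in attached and 7.81 in suspended cells, a log2 ratio of -1.21. MAP2K1 had a log2 ratio of -0.99. RB1 was read by 6 probe sets, and on all of them both signals lay below the filter. The brightest had log2 signals of 5.45 and 4.94. Of 8 genes of the EGF receptor family and its ligands above the filter, 4 were more than 1.5-fold higher in suspended cells: ERBB3, ERBB2 and HBEGF had log2 ratios of 1.58, 1.20 and 1.34 and TGFA had log2 signals of 6.32 and 8.02. The 7 kept probe sets of ERBB3 gave log2 ratios from 0.51 to 4.42. The median over the 8 genes was 0.86, and 0.51 under scaling to the spike-in controls.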

The upstream regulators of cell cycle, such as EGFR, MAPKK1, RB1 etc., are also prominent in the attached keratinocytes.

The defining feature of the attached cultures is adherence to the substratum; thus it is not surprising that cell adhesion proteins are strongly expressed in the attached, but not in suspended cells, p-value 1.61E-8 (Table 2a). 

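Integrin genes above the filter numbered 15. The 7 that were more than 1.5-fold higher in attached cells were ITGB4, ITGA6, ITGB1, ITGA3, ITGA2, ITGB5 and ITGA5. ITGB4 and ITGA6, which pair in hemidesmosomes, had log2 ratios of -4.67 and -4.66. By its other kept probe set ITGB4 had a log2 ratio of -2.33. ITGB1 and ITGA3 had log2 ratios of -3.55 and -3.04, ITGA2 was at least 3.24-fold higher and ITGB5 had a log2 ratio of -1.24. ITGB6, named through Table S2 and shared between several genes in the annotation used here, was at least 2.30-fold higher in attached cells. ITGAV was read at 8.03 and 8.30 by its brightest probe set and at 6.32 and 5.22 by another. The 4 other integrin genes past the threshold were higher in suspended cells, ITGA9, ITGAD, ITGAX and ITGB7, with signals of at most 7.34 in suspended cells, and the median over the list was 0.00. This median depended on the processing: it was -1.24 with the filter at the 75th percentile, -1.16 without probe sets marked as shared, -0.86 under scaling to the spike-in controls and -0.67 with centring by signal. The counts in suspended and attached cells changed too. They were 1 and 8 under scaling to the spike-in controls and 3 and 7 with dim signals raised to the filter value. Without a filter they were 6 and 8. ITGAX, which is also in the list of leukocyte genes, had a log2 ratio of 0.86, and that list had a median of 0.54. In attached cells ITGA9, ITGAD, ITGAX and ITGB7 were read at 5.64, 5.34, 6.47 and 5.86. Whether these low readings are background was not tested, so they do not show that suspension induced these integrins. The remaining names of this group were chosen after their values were seen. Collagen XVII (COL17A1), whose probe set was named through Table S2, had log2 signals of 10.76 and 6.56. Sarcoglycan (SGCE) was at least 3.30-fold higher in attached cells and CD44 had a log2 ratio of -1.92. Of 26 genes of Table 2a with a probe set, some of them named through Table S2, 25 were more than 1.5-fold higher in attached cells, 2 of them with both signals below the filter, and ITGAV was not by its brightest probe set. With dim signals raised to the filter value 22 were.

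**Figure D4:**
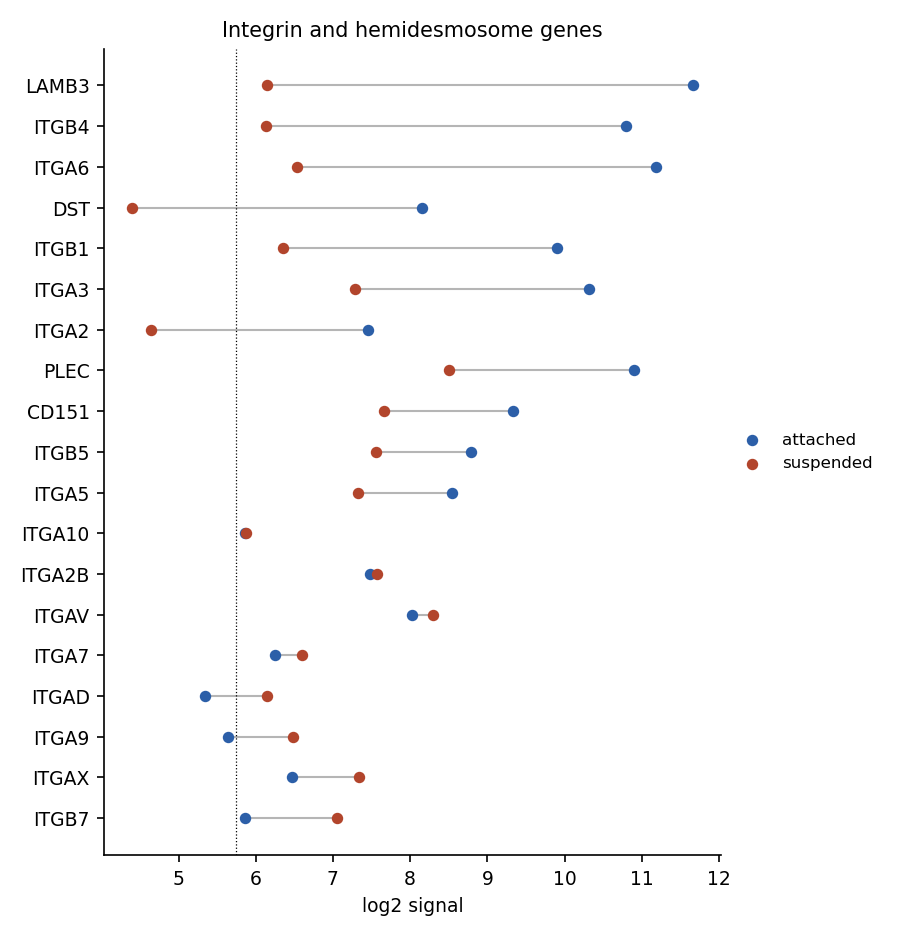
Log2 signals in attached (blue) and suspended (red) cells of the integrin and hemidesmosome genes above the filter, 1 array each, ordered by log2 ratio. The dotted line is the filter value of 5.75. The upper genes, from LAMB3 to ITGA5, were higher in attached cells.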

Eight integrin genes are differentially expressed, and so are additional keratinocyte transmembrane attachment proteins, ColXVII, Sarcoglycan, CD44 etc. Attached keratinocytes also produce their own ligands, the basement membrane proteins fibronectin, nidogen and laminins. Many of these proteins play important role in keratinocyte motility; consequently, genes that are positive regulators of motility are a prominently overexpressed category in the attached, not in the suspended keratinocytes (Table 2b).

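The 6 hemidesmosome genes above the filter were all lower in suspended cells, with a median log2 ratio of -4.21, or -3.53 with dim signals raised to the filter value. DST was at least 5.30-fold higher in attached cells. Of 19 genes of the basement membrane and matrix, 18 were more than 1.5-fold higher in attached cells and none in suspended cells, with a median of -2.28. FN1 had a log2 signal of 11.49 in attached and 5.45 in suspended cells. LAMB3 had a log2 ratio of -5.52 and LAMA3, named through Table S2, of -5.29. LAMB1 and LAMC1 were at least 1.91-fold and at least 2.24-fold higher in attached cells, and LAMA5 had a log2 ratio of -1.25. Nidogen (NID1) lay below the filter in both cultures, with log2 signals of 5.05 and 4.09. TGFBI was at least 11.7-fold higher in attached cells. THBS1 had a log2 ratio of -3.52 by its brightest probe set, with a range of -4.69 to -0.83 over its 3 kept probe sets.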

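Of 26 motility genes above the filter, 20 were more than 1.5-fold higher in attached cells and none in suspended cells, with a median log2 ratio of -1.54, below all 10000 random lists. Fascin (FSCN1) had a log2 ratio of -3.74 and urokinase (PLAU) of -3.69. VIM had a log2 signal of 11.35 in attached and 3.80 in suspended cells. Genes of focal adhesions and the actin cytoskeleton, some of them also in the motility list, were higher in attached cells for 34 of 42 and in suspended cells for none. ACTN1, MSN, PFN1 and TMSB10 had log2 ratios of -4.30, -3.46, -3.42 and -3.08. Targets of YAP and SRF, regulators of transcription that respond to adhesion and actin, had a median of -1.32, with 10 of 15 higher in attached and 1 in suspended cells. This median was -0.74 with dim signals raised to the filter value and -0.67 without a filter. Of 41 genes of Table 2b with a probe set, some of them named through Table S2, 38 were more than 1.5-fold higher in attached cells, or 36 with dim signals raised to the filter value, and none was higher in suspended cells by that much. The remaining 3, IGF1R, NF2 and PDGFA, had log2 ratios of -0.28, 0.35 and 0.54 by their brightest probe sets. Their other kept probe sets had log2 signals of 5.94, 6.95 and 6.98 in attached cells and of 4.05, 5.40 and 4.97, below the filter, in suspended cells.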

**Table 2:** Ontological categories overexpressed in suspended keratinocytes.

a) Cell adhesion	b) Positive regulators of motility
ADAM metallopeptidase domain 9	ADAM metallopeptidase domain 9
CD44	SMAD family member 3
LIM and senescent cell antigen-like domains 1	SP100 nuclear antigen
actinin, alpha 1	actinin, alpha 1
catenin, beta 1, 88 kDa	actinin, alpha 4
collagen, type XVII, alpha 1	cAMP responsive element binding protein 3
connective tissue growth factor	cadherin 13, H-cadherin (heart)
fibronectin 1	chloride intracellular channel 4
integrin beta 1 binding protein 1	coagulation factor II (thrombin) receptor
integrin, alpha 2	coagulation factor II (thrombin) receptor-like 1
integrin, alpha 3	coagulation factor III (thromboplastin)
integrin, alpha 6	epidermal growth factor receptor
integrin, alpha V	histone deacetylase 9
integrin, beta 1	insulin receptor substrate 1
integrin, beta 4	insulin-like growth factor 1 receptor
integrin, beta 5	integrin, alpha 2
integrin, beta 6	integrin-linked kinase
integrin-linked kinase	gp130, oncostatin M receptor
laminin, alpha 5	jagged 1
laminin, beta 1	jagged 2
laminin, gamma 1 (formerly LAMB2)	laminin, alpha 3
nidogen 1	laminin, alpha 5
polycystic kidney disease 2	laminin, beta 1
protein tyrosine phosphatase, receptor type, K	matrix metallopeptidase 9
sarcoglycan, epsilon	mitogen-activated protein kinase kinase 1
thyroid hormone receptor interactor 6	neurofibromin 2 (merlin)
	platelet-derived growth factor alpha polypeptide
	podoplanin
	protein tyrosine phosphatase, receptor type, K
	related RAS (r-ras) oncogene
	related RAS (r-ras) oncogene2
	reticulon 4
	scavenger receptor class B, member 1
	serpin peptidase inhibitor, clade E (nexin)
	thrombospondin 1
	thyroid hormone receptor interactor 6
	transforming growth factor, beta 1
	tropomyosin 1 (alpha)
	v-akt oncogene homolog 1
	vascular endothelial growth factor C
	vinculin

a) Cell adhesion proteins. Note the many integrins in this category. b) Positive regulators of cell motility. Note the components of the extracellular matrix and basement membrane.

Interestingly, RNA splicing is also an essential regulated process in the attached keratinocytes, p-value 2.00E-16 (Table S5a). 

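Splicing factors above the filter numbered 65, including hnRNP, SR and snRNP genes, of which 42 were more than 1.5-fold higher in attached and 2 in suspended cells. With dim signals raised to the filter value the median of their log2 ratios was -0.92, and without this it was below all 10000 random lists. HNRNPA2B1 had a log2 signal of 10.13 in attached and 6.50 in suspended cells, and SNRPE had signals of 9.36 and 5.91. SNRPF was at least 6.32-fold higher in attached cells and NONO had a log2 ratio of -2.50.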

A large complement of HNRs and SNRs is overexpressed in the attached cells, as are the splicing factors, additional RNA binding proteins and Pol II components. This suggests that RNA processing, both mRNA and lncRNA [30]-[33], plays an important role in establishment or maintenance of basal, undifferentiated keratinocytes.

A key facet of the basal, proliferation-competent keratinocytes is energy supply. Consequently large number, 109, of mitochondrial proteins, including ATP synthase, cytochromes and mitochondrial ribosome proteins, are differentially overexpressed in the attached cells, p-value 4.45E-14 (Table S5b). 

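Genes of oxidative phosphorylation were more than 1.5-fold higher in attached cells for 33 of 50 above the filter and in suspended cells for 1, with a median log2 ratio of -0.79. UQCRC1, NDUFV2, SDHA and the ATP synthase subunit gene ATP5MC3 had log2 ratios of -2.15, -1.92, -1.84 and -1.82. Of 22 genes of the mitochondrial ribosome and protein import, 16 were higher in attached and none in suspended cells, with a median of -1.24. MRPL3 was at least 4.83-fold higher in attached cells and HSPE1 at least 8.19-fold. HSPD1 had a log2 ratio of -2.97 and TOMM20 of -2.09. The TCA cycle genes had a median of -0.68 over 14 genes, with DLST at least 2.25-fold higher in attached cells and OGDH at 1.05. Glycolytic genes, which are not mitochondrial, were also lower in suspended cells, with a median of -1.13 over 18 genes, of which 10 were more than 1.5-fold higher in attached and 1 in suspended cells, and a median of -0.55 without probe sets marked as shared. LDHB, PKM and ENO1 had log2 ratios of -3.66, -2.64 and -2.57.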

Apparently, once started to differentiate, keratinocytes are no longer concerned with extensive energy supply.

We were surprised to find the ontological category ‘Melanosome’ prominently overexpressed in the basal cells, p-value 2.70E-12 (Table S5c). We note that we used pure cultures on keratinocytes, i.e., without melanocytes; thus the melanocyte-characteristic genes were not expected. A closer perusal of the genes in this category reveals that they do not include the melanin biosynthesis enzymes, such as Tyrosinase, Dopachrome tautomerase, Tyrosinase-related proteins 1 and 2, Silver or DHICA oxidase. 

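Of the enzymes of melanin synthesis, TYR had log2 signals of 4.69 in attached and 5.39 in suspended cells and TYRP1 3.85 in each, all below the filter. DCT had no probe set assigned to it alone in the annotation used here. PMEL, the gene called Silver, had log2 signals of 5.75 and 6.73, at least 1.97-fold higher in suspended cells. Of 11 melanocyte genes on the array, 3 were above the filter, PMEL, SOX10 and MC1R, with a median log2 ratio of 0.39.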

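ANXA2, ANXA6 and ANXA11 had log2 ratios of -4.20, -2.04 and -1.41. Stomatin (STOM) had a log2 ratio of -1.59 and the isomerase genes PPIB and PDIA6 of -2.72 and -2.57. PDIA3 was at least 6.40-fold higher in attached cells. A list of 11 genes of melanosome biogenesis and transport above the filter, written without reference to the paper's category, had 5 genes higher in attached and 3 in suspended cells. AP3S1 had a log2 ratio of -1.24 and MYO10 was at least 2.14-fold higher in attached cells, while EXPH5 and RAB11A had log2 ratios of 3.28 and 1.75. Its median was -0.40, at the 13.9 percentile of random lists, and 0.69 when only probe sets above the 75th percentile were kept.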

Rather, the melanocyte-associated genes in the basal keratinocytes comprise transport and supporting genes, with functions related to endocytosis (e.g., annexins), chaperones (e.g., heat shock proteins), protein folding facilitators (e.g., isomerases), and membrane-resident auxiliary factors (e.g., stomatin, solute carriers etc.). These results suggest that basal keratinocytes are ‘primed’ to endocytose the melanosomes released from melanocytes and to process these melanosomes properly. If confirmed at the bench-top, the results suggest that melanosome-auxiliary factors are specifically made in the basal keratinocytes, and once the differentiation started the keratinocytes ‘passively’ transport melanin to the surface of the skin.

An important and very interesting feature of anoikis is its close relatedness to apoptosis [34]. Indeed, epidermal differentiation is sometimes compared to apoptosis, the parallels including DNA degradation, dissolution of internal organelles, protein crosslinking etc. [35], [36]. The mechanisms of anoikis and relatedly apoptosis in keratinocyte differentiation depends on signaling *via* integrin beta-1, and its inhibition is dependent on Bcl2 [37]–[39]. We found many apoptosis-related genes differentially overexpressed in the attached cells, p-value 2.06E-5 (Table S6). It is important to note that both positive and negative regulators of apoptosis are overexpressed and moreover that many genes in this category can be both pro- and anti-apoptotic (e.g., BCL2-associated X protein, Fas 6). These results, although difficult to interpret at the moment, perhaps suggest that basal keratinocyte are on one hand protected from apoptosis, on the other ‘primed’ to commence anoikis/apoptosis/differentiation once detached from the substratum.

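BAX was read by 5 probe sets above the filter, with log2 ratios from -1.81 to 0.28. The brightest, with log2 signals of 8.82 in attached and 7.01 in suspended cells, gave the lowest ratio, and the probe set without a suffix for shared transcripts gave 0.07. FAS was read by 1 probe set above the filter, with log2 signals of 6.00 and 6.60. Pro-apoptotic genes, 26 above the filter, included 8 higher in attached and 6 in suspended cells, with a median log2 ratio of -0.24. Under scaling to the spike-in controls these were 16 and 4, and with centring by signal 12 and 4. TNFRSF10B had a log2 ratio of -2.80, against 3.57 for BNIP3L and 2.74 for BNIP3. Anti-apoptotic genes, 16 above the filter, included 6 higher in attached and 4 in suspended cells. Their median was 0.01, and -0.34 under spike-in scaling, with 7 and 3. AATF and DAD1 had log2 ratios of -1.43 and -1.03, HSPB1 had one of 2.30 and BAG1 was at least 2.58-fold higher in suspended cells.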

### Metaanalysis of gene expression in suspended keratinocytes

Several agents have been suggested as inducers of keratinocyte differentiation *in vitro*, including confluence and inhibition of the JNK pathway [10], [17]. To compare the changes in transcriptomes due to such agents we used metaanalysis. We included in this analysis the transcriptional profiling of human epidermis *in vivo*, where the basal cells were separated from suprabasal based on the expression of the beta-4 integrin [18]. The full results of the metaanalysis are given in the supplement (Table S7; Table S8). In abbreviated form we present comparative analysis of genes induced by suspension in Table 3.

**Table 3:** Metaanalysis comparing the ontological categories overexpressed by inducers of keratinocyte differentiation.

Category cluster	GO Category	Suspended	Suprabasal	SP600125	Confluent	Conf-EGF
**Cornification**	∼ectoderm development	3.E-16	5.E-03	7.E-08	3.E-34	1.E-27
	∼epidermis development	3.E-15	2.E-03	1.E-07	9.E-33	1.E-28
	∼epidermal cell differentiation	2.E-12	1.E-02	7.E-04	4.E-29	1.E-21
	∼cornified envelope	4.E-13	2.E-04	2.E-04	1.E-23	1.E-16
**Innate immunity**	∼response to bacterium	1.E-03		8.E-03	5.E-02	7.E-02
	∼response to molecule of bacterial origin	8.E-03		1.E-03		
	∼response to lipopolysaccharide	1.E-02		4.E-03		
	∼inflammatory response	4.E-02		4.E-02		
**Lipid metabolism**	∼fatty acid metabolic process	3.E-02	4.E-03	3.E-02	5.E-02	8.E-02
	∼cellular lipid catabolic process	1.E-02		3.E-02	1.E-01	9.E-02
	∼lipid localization	4.E-03			1.E-02	6.E-02
	∼lipid transport	4.E-03			2.E-02	7.E-02
**Cholesterol metab.**	∼sterol biosynthetic process	9.E-02	3.E-03	2.E-03		
	∼steroid metabolic process	2.E-02	5.E-03	7.E-03		
	∼sterol metabolic process	6.E-02	3.E-03	3.E-02		
	∼response to steroid hormone stimulus	1.E-03		7.E-03		
**Apoptosis**	∼regulation of apoptosis	1.E-03	6.E-02	2.E-09		2.E-02
	∼regulation of programmed cell death	2.E-03	7.E-02	1.E-09		3.E-02
	∼regulation of cell death	2.E-03	7.E-02	2.E-09		3.E-02
	∼positive regulation of apoptosis	3.E-03		2.E-07		
**Organelles**	∼membrane-enclosed lumen	9.E-03	2.E-04	2.E-19		
	∼intracellular organelle lumen	6.E-03	6.E-04	2.E-19		
	∼organelle lumen	8.E-03	3.E-04	4.E-19		
	∼vacuole	8.E-06	5.E-04	8.E-03		6.E-03
**Transcription**	∼regulation of transcription RNA pol II promoter	1.E-08		2.E-10		
	∼transcription factor binding	2.E-06		1.E-11		
	∼chromatin	5.E-09		2.E-08		
	∼regulation of nucleoside, nucleotide metabolism	1.E-09		4.E-07		
**Proteolysis**	∼endopeptidase inhibitor activity	5.E-02	7.E-03	5.E-02	3.E-08	2.E-05
	∼peptidase inhibitor activity	7.E-02	1.E-02	8.E-02	6.E-08	4.E-05
	∼serine-type endopeptidase activity	2.E-02			7.E-08	1.E-05
	∼serine-type peptidase activity	1.E-02			2.E-07	2.E-05
**Protein kinase**	∼phosphorylation	7.E-06	4.E-02	5.E-06		
	∼protein amino acid phosphorylation	1.E-05		5.E-05		
	∼protein kinase activity	2.E-05		9.E-03		
	∼protein serine/threonine kinase activity	1.E-04		2.E-02		
**Protein phosphatase**	∼protein amino acid dephosphorylation	5.E-03	5.E-02			
	∼phosphoprotein phosphatase activity	1.E-02	2.E-02			
	∼phosphatase activity	9.E-03	3.E-02			
	∼dephosphorylation	8.E-03	6.E-02			
**Cell proliferation**	∼regulation of cell proliferation	3.E-04		1.E-10		
	∼negative regulation of cell proliferation	7.E-05		3.E-07		
	∼regulation of cell cycle	3.E-04		1.E-02		
	∼negative regulation of growth	2.E-02		6.E-02		
**Cell motility**	∼cell motion	2.E-03		3.E-04		
	∼cell migration	9.E-04		6.E-04		
	∼cell motility	2.E-03		2.E-03		
	∼localization of cell	2.E-03		2.E-03		
**Nucleus**	∼nuclear lumen	9.E-04	2.E-03	1.E-20		
	∼nucleoplasm	6.E-03	3.E-03	3.E-15		
	∼nucleoplasm part	1.E-02	2.E-02	1.E-11		
	∼nucleolus	9.E-02	5.E-02	3.E-07		
**Oxigen response**	∼response to oxidative stress	6.E-03		2.E-04	8.E-02	2.E-02
	∼response to reactive oxygen species	3.E-02		3.E-04	9.E-02	4.E-02
	∼response to hydrogen peroxide	5.E-02		2.E-04		
	∼response to hypoxia	5.E-03	6.E-02	5.E-02		

The p-values for each category are given for suspended, suprabasal, SP600125 JNK inhibitor treated and confluent keratinocytes in the absence or presence of EGF are given. Gray fields indicate that the given category did not reach statistical significance.

The most conspicuous ontological category, highly prominent in all transcription profiles, is the one of epidermal differentiation and cornified envelope components (Table 3). This category shows the highest p-values in suspended cultures.

Interestingly, suspended cultures and those treated with JNK inhibitor SP600125, induced components of innate immunity; these did not reach statistical significance in the suprabasal keratinocytes *in vivo*, or in confluent cultures. The enzymes of lipid metabolism, especially of fatty acids, are a component of epidermal differentiation process; they are turned on by all inducers of differentiation, but especially in suspension and in confluent cultures. In contrast, steroid metabolism enzymes, and coincidentally response to steroid hormones, are not induced by confluency; this aspect of epidermal differentiation, evident *in vivo*, seems specifically induced by detachment from the substratum and by the inhibition of the JNK pathway. 

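Lysosomal genes above the filter numbered 49, with 19 more than 1.5-fold higher in suspended and 10 in attached cells. The median log2 ratio was 0.39, at the 99.5 percentile of random lists, and 0.03 under scaling to the spike-in controls, where 14 were higher in suspended and 16 in attached cells. Cathepsins CTSD and CTSH had log2 ratios of 3.25 and 3.20 and CTSV was at least 11.6-fold higher in suspended cells. SMPD1, which makes ceramide from sphingomyelin, had log2 signals of 6.45 in attached and 10.64 in suspended cells by its brightest probe set; the lowest log2 ratio among its 3 kept probe sets was 0.68.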

Cytoplasmic organelle components, particularly of vacuoles and lysosomes, are also induced in differentiation promoters, although specifically not by confluency.

Suspension and JNK inhibition have several additional features in common, not shared by other inducers of differentiation; these include regulation of transcription, protein kinases, responses to oxidative stress, inhibitors of cell proliferation and cell motility. Nuclear proteins are very prominent in the transcriptomes of detached, JNK-inhibited and suprabasal cells; this is less so in confluent cultures. It is possible that these categories may be consequences of cell culturing, rather than intrinsic components of epidermal differentiation *in vivo*.

Interestingly, protein phosphatases are prominent aspects of differentiation *in vivo* and in detached keratinocytes. It is tempting to speculate that they play an important role in the detachment process itself. 

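Protein phosphatase genes above the filter numbered 35, with 13 more than 1.5-fold higher in suspended and 6 in attached cells. PPP1R15A had a log2 ratio of 2.49, against -1.71 for PPM1G and -1.57 for CTDSPL, and PPP3CB was at least 2.38-fold higher in attached cells. The median log2 ratio was 0.24, at the 80.1 percentile of random lists, and -0.17 under scaling to the spike-in controls, where 9 were higher in suspended and 11 in attached cells.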

We note that proteolysis is a very prominent component of *in vivo* differentiation, shared by detachment from the substrate and by confluency. 

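Of 19 serine protease genes above the filter, 11 were more than 1.5-fold higher in suspended and 3 in attached cells, with a median log2 ratio of 1.80, or 1.13 with dim signals raised to the filter value. KLK11 was at least 69.7-fold and KLK7 at least 34.8-fold higher in suspended cells, KLK13 had a log2 ratio of 4.59 and PRSS8 of 3.67. Of 22 protease inhibitor genes, 10 were higher in suspended and 4 in attached cells, with a median of 0.48, or 1.47 with the filter at the 75th percentile and 0.13 under scaling to the spike-in controls. SPINK5, an inhibitor of kallikreins whose probe set was named through Table S1, was at least 33.1-fold higher in suspended cells.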

JNK inhibition seems less of an inducer of proteolysis.

When we compared the confluency-induced changes in keratinocytes grown in the presence or absence of EGF [17], we find virtually identical effects, except that apoptosis is induced in the absence, but not in the presence of EGF. This indicates that induction of apoptosis *per se* is not indispensable for epidermal differentiation. We note that the positive regulators of apoptosis are specifically induced in suspended cultures (in contrast, the negative regulators are induced in the attached cultures and the basal layer, see below).

### Metaanalysis of gene expression in attached keratinocytes

The most conspicuous ontological categories, highly prominent in all transcription profiles of not-differentiating cells, are the cell cycle and, related, the DNA replication machinery (Table 4). Similarly prominent are the interconnected categories of cell attachment to the substratum, basement membrane and extracellular matrix components. Interestingly, confluency by itself does not suppress these categories, they are as much a product of sub-confluent as of confluent cells. Indeed, the confluent cells remain firmly attached, while the suprabasal, detached, and JNK-inhibited cells stratify and thus lose bond with the substratum [10], [17], [18].

**Table 4:** Metaanalysis comparing the ontological categories overexpressed in undifferentiated keratinocytes.

Category Clusters	GO Categories	Attached	Basal	No SP600125	Sub-Conf.	Sub-C. -EGF
**Cell cycle**	∼cell cycle	9.E-19	2.E-03	2.E-07	1.E-21	2.E-30
	∼cell cycle process	2.E-18	7.E-04	1.E-06	1.E-21	1.E-28
	∼mitotic cell cycle	1.E-17	3.E-03	1.E-07	8.E-22	2.E-26
	∼cell cycle phase	1.E-12	1.E-02	5.E-06	1.E-21	1.E-31
**DNA replication**	∼DNA metabolic process	5.E-14	9.E-03	5.E-03	2.E-07	4.E-16
	∼DNA replication	5.E-08	5.E-05	4.E-03	1.E-05	6.E-09
	∼response to DNA damage stimulus	8.E-09	9.E-02	8.E-04	1.E-03	3.E-11
	∼DNA repair	1.E-07		5.E-02	5.E-03	3.E-11
**Cell attachment**	∼cell-substrate junction	1.E-07	7.E-07	7.E-02		1.E-04
	∼cell adhesion	1.E-04	3.E-05	5.E-06		6.E-05
	∼biological adhesion	1.E-04	3.E-05	5.E-06		6.E-05
	∼cell-substrate adhesion	2.E-06	9.E-05	7.E-04		5.E-03
**Basement**	∼basolateral plasma membrane	5.E-06	5.E-09	1.E-02		1.E-03
**membrane**	∼basement membrane	5.E-05	2.E-07	8.E-04		3.E-06
	∼basal lamina	1.E-02	2.E-04	4.E-02		3.E-03
	∼basal part of cell	4.E-03	2.E-02			3.E-02
**ECM**	∼extracellular matrix part	7.E-04	8.E-08	3.E-04		7.E-05
	∼extracellular matrix	2.E-02	1.E-06	4.E-03	2.E-02	5.E-05
	∼extracellular matrix binding	2.E-03	7.E-05	1.E-03		2.E-02
	∼collagen	9.E-02	5.E-04		3.E-02	6.E-02
**Organelle (ER)**	∼membrane-enclosed lumen	3.E-34	4.E-06	5.E-12	9.E-07	2.E-10
	∼organelle lumen	2.E-34	2.E-06	2.E-11	1.E-06	5.E-10
	∼intracellular organelle lumen	1.E-32	4.E-06	5.E-10	1.E-05	9.E-09
	∼endoplasmic reticulum	1.E-04	3.E-03	8.E-04	3.E-04	2.E-02
**Nucleus**	∼nuclear lumen	1.E-22	8.E-04	5.E-09	5.E-03	8.E-07
	∼nucleoplasm	2.E-16	3.E-04	4.E-08	4.E-04	4.E-07
	∼chromosomal part	6.E-08		4.E-04	6.E-11	7.E-15
	∼nucleolus	4.E-09	4.E-02	2.E-02		8.E-02
**Transcription**	∼chromosome	1.E-09		3.E-04	9.E-11	8.E-17
	∼response to vitamin	2.E-03	9.E-04	5.E-05	5.E-03	5.E-03
	∼negative regulation of gene expression	2.E-03	9.E-03	9.E-04		
	∼transcription factor binding	2.E-02	1.E-03	4.E-03		
**Splicing**	∼RNA splicing, via transesterification reactions	2.E-16	4.E-02			2.E-02
	∼RNA splicing, with bulged adenosine as nucleophile	2.E-16	4.E-02			2.E-02
	∼nuclear mRNA splicing, via spliceosome	2.E-16	4.E-02			2.E-02
	∼RNA binding	2.E-16				8.E-02
**Ribosome**	∼ribonucleoprotein complex	3.E-19				4.E-02
	∼protein complex assembly	3.E-10	6.E-03			4.E-03
	∼protein complex biogenesis	3.E-10	6.E-03			4.E-03
	∼ribosome biogenesis	1.E-06				
**Protein modif.**	∼negative regulation of protein metabolic process	3.E-08	2.E-03	3.E-02	4.E-02	3.E-04
	∼positive regulation of protein metabolic process	3.E-04	2.E-03	1.E-03	4.E-04	1.E-03
	∼negative regulation of protein modification process	7.E-07	9.E-04		5.E-03	2.E-04
	∼regulation of protein modification process	4.E-04	7.E-03	2.E-02	6.E-04	3.E-04
**Proteolysis**	∼regulation of ubiquitin-protein ligase during cell cycle	8.E-07	4.E-02		9.E-05	9.E-04
	∼regulation of ubiquitin-protein ligase activity	1.E-06	7.E-02		2.E-04	6.E-04
	∼regulation of protein ubiquitination	8.E-06	5.E-02	1.E-01	4.E-04	8.E-04
	∼positive regulation of ubiquitin-protein ligase activity	1.E-05	9.E-02		4.E-04	8.E-03
**Prot. Kinase**	∼intracellular signaling cascade	3.E-03	6.E-02	3.E-05	1.E-01	4.E-02
	∼kinase binding	1.E-04	4.E-03		5.E-02	3.E-03
	∼regulation of kinase activity	4.E-03		3.E-03	7.E-02	7.E-04
	∼regulation of protein kinase activity	9.E-03		4.E-03	6.E-02	2.E-03
**Cytoskeleton**	∼cytoskeleton	1.E-08	6.E-03	3.E-04	7.E-06	3.E-08
	∼cytoskeleton organization	2.E-08	3.E-04	1.E-02	1.E-03	7.E-10
	∼cytoskeletal part	4.E-05	9.E-02	2.E-02	7.E-08	9.E-07
	∼structural constituent of cytoskeleton	2.E-04	4.E-05			
**Actin/tubulin**	∼microtubule cytoskeleton	4.E-06		7.E-04	2.E-11	1.E-11
	∼actin cytoskeleton	1.E-07	4.E-03	7.E-02		
	∼microtubule cytoskeleton organization	2.E-05			8.E-05	3.E-08
	∼cytoskeletal protein binding	2.E-04	7.E-03	4.E-02	4.E-02	2.E-04
**Motility**	∼regulation of cell motion	6.E-07	2.E-04	8.E-04	2.E-02	5.E-04
	∼regulation of cell migration	4.E-07	4.E-04	3.E-03		5.E-03
	∼positive regulation of cell motion	2.E-06	2.E-02	6.E-03	1.E-02	2.E-03
	∼positive regulation of cell migration	9.E-07	1.E-02	2.E-02	7.E-02	2.E-03
**Mitochondria**	∼mitochondrion	4.E-14	5.E-05			7.E-03
	∼mitochondrial part	9.E-13	3.E-02			
	∼mitochondrion organization	6.E-07	4.E-03			
	∼generation of precursor metabolites and energy	8.E-09				
**Melanosome**	∼melanosome	3.E-12	1.E-03	4.E-07	7.E-02	
	∼pigment granule	3.E-12	1.E-03	4.E-07	7.E-02	
	∼pigment metabolic process	2.E-03				5.E-02
	∼pigment biosynthetic process	2.E-03				8.E-02
**Apoptosis**	∼regulation of cell death	1.E-05	1.E-03	5.E-06	2.E-02	6.E-02
	∼regulation of programmed cell death	3.E-05	1.E-03	4.E-06	2.E-02	6.E-02
	∼anti-apoptosis	2.E-03		4.E-07	4.E-02	
	∼negative regulation of cell death	9.E-05	7.E-02	2.E-05		

The p-values for each category are given for attached, basal, JNK inhibitor untreated and subconfluent keratinocytes in the absence or presence of EGF are given. Gray fields indicate that the given category did not reach statistical significance.

Organelle components are prominent in basal-like cells, but the organelles are those related to ER, in contrast with the suprabasal cells, which express vacuolar and lysosomal organelles. 

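Genes of the endoplasmic reticulum, its chaperones and the secretory pathway were more than 1.5-fold higher in attached cells for 30 of 33 above the filter and in suspended cells for none, with a median log2 ratio of -1.34, below all 10000 random lists. PDIA4 had log2 signals of 9.31 in attached and 6.97 in suspended cells.

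**Figure D5:**
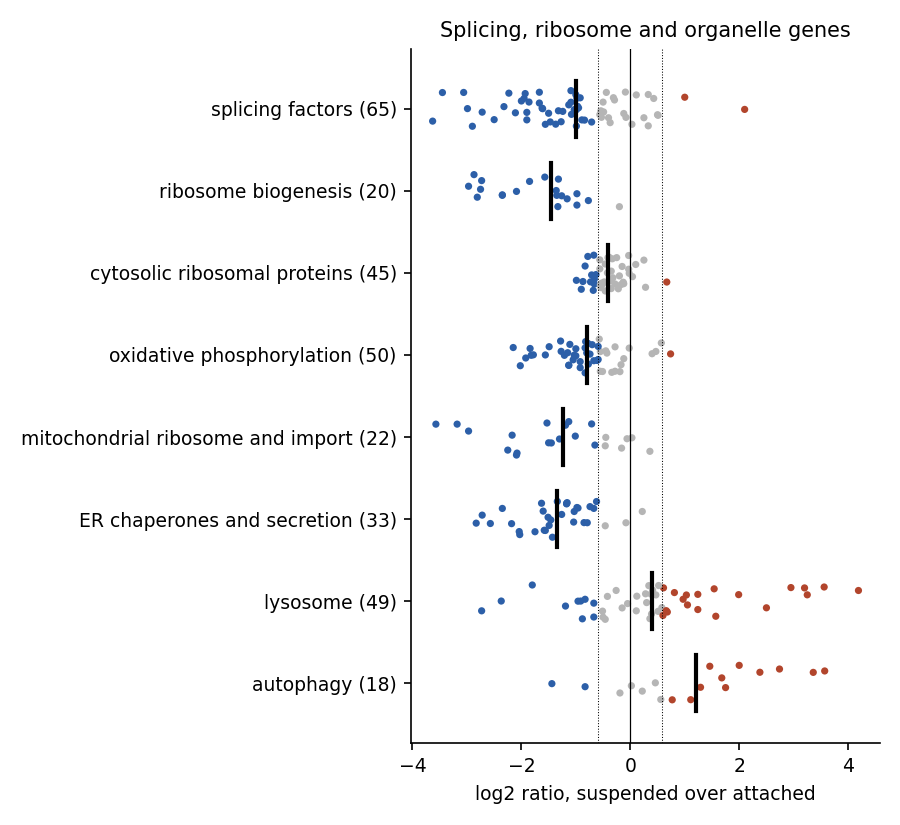
Log2 ratio of suspended over attached cells for each gene above the filter, in 8 gene lists, with the number of genes in parentheses. Bars are medians, dotted lines mark 1.5-fold, red points were higher in suspended and blue points in attached cells. The medians of the lysosome and autophagy lists, 0.39 and 1.20, lie above 0 and the other medians below 0.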

Principally, this suggests that the basal cells are more oriented toward synthesis, correct processing and secretion of new proteins, while the suspended ones are in a more catabolic, degradative mode.

As expected, nuclear processes and transcription in particular are important in maintaining the attached, basal state. Splicing and ribosome assembly are prominent in attached and basal cells and subconfluent cells in the absence of EGF, while they are less so in the presence of EGF. However, mitochondrial components are very prominent in the attached and basal cells; these do not change significantly due to JNK inhibition or in confluency. 

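Of 20 ribosome biogenesis genes, 19 were more than 1.5-fold higher in attached cells and none in suspended cells, with a median log2 ratio of -1.46. Fibrillarin (FBL), nucleophosmin (NPM1) and nucleolin (NCL) had log2 ratios of -2.97, -2.81 and -2.73, and IMP4 was at least 3.95-fold higher in attached cells. The proteins of the cytosolic ribosome differed less. Of 45 genes, 12 were higher in attached and 1 in suspended cells, and the median of -0.41 was at the 17.6 percentile of random lists matched on signal, whose own median was -0.27. The number higher in attached cells depended on the scaling: it was 31 under scaling to the spike-in controls and 3 with centring by signal.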

Interestingly, basal-like cells produce melanosomal components, as discussed above; the confluency does not seem to affect this process.

We note that the apoptosis regulators are prominent in all basal-like cells. However, unlike in the suprabasal-like, detached cells, it is the anti-apoptosis regulators that are expressed.

## Discussion

This study shows that detachment from the substratum initiates in keratinocytes a program of epidermal differentiation, which extensively, although imperfectly, parallels the *in vivo* differentiation program in skin. Specifically, detachment induces expression of cornified envelope components, desmosomal markers, innate immunity proteins, and lipid metabolism enzymes. Conversely, cell cycle and DNA replication, RNA splicing and transcription, adhesion, motility and extracellular matrix, and mitochondrial proteins are suppressed by detachment. In these aspects, the attached keratinocytes resemble the keratinocytes in the epidermal basal layer. Large assortment of transcriptional regulators is differentially expressed in suspended cells, accounting for the big changes in transcriptional profiles. The effects of detachment substantially overlap with those of other *in vitro* inducers of epidermal differentiation, such as confluency and inhibition of JNK.

Some transcriptional changes in suspended keratinocytes do not parallel those *in vivo*. For example, while suprabasal cells express many organelle components and protein metabolism enzymes, including proteases, suspended cells do not; conversely, suspended cells distinctively do express proliferation inhibitors, suprabasal cells do not.

The results are important because they comprehensively define the transcriptional changes caused by detachment of keratinocytes and establish that loss of attachment initiates a complex, many-sided program of epidermal differentiation. Thus, the results confirm and substantially expand the original observations by the Watt group that detachment induces involucrin synthesis [11], [12]. Furthermore, detached cells represent a very useful model for studies of differential responses of basal *vs.* differentiation keratinocytes to cytokines and other extracellular signals. For example, IL-17, a very important effector in psoriasis [40], was shown to act to a significant extent via C/EBPb, transcription factor characteristic of differentiating cells [41]. This model might prove useful for studies of cutaneous HPV, a notoriously difficult experimental problem [42].

The mechanism of detachment-induced differentiation presumably involves integrins, which have been identified as the sensors of detachment and initiators of differentiation [14]. Indeed, we find that many integrin genes, expressed in the attached cells, are not expressed in suspension. 

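Of the 7 integrin genes more than 1.5-fold higher in attached cells, 1, ITGA2, had a signal below the filter value of 5.75 in suspended cells by its brightest probe set. The signals of the others in suspended cells reached up to 7.56, for ITGB5, and ITGB1 was read at 6.35. By other kept probe sets, ITGA6 was read at 5.19 and 4.18 in suspended cells, against 10.05 and 9.33 in attached cells, and ITGAV at 5.22. The probe set that Table S2 names ITGB6 was read at 5.54 in suspended cells.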

The signaling pathway responsive to integrins involves G-proteins, interactions with membrane receptors and protein kinases [13], [43], [44]. Indeed, we find that many MAPKs are induced by detachment. However, integrins may not be the only signal for differentiation because confluency in culture, which also initiates various aspects of differentiation, does not change substantially the range of integrins, basement membrane proteins and other attachment factors. The most consistent process associated with differentiation is cessation of DNA replication and cell cycle; all pro-differentiation agents counter the cell cycle. Therefore it is tempting to speculate that, while there is more than one way to initiate differentiation, they all require the blocking of the cell cycle.

On the other hand, blocking the cell cycle is not sufficient for all components of the differentiation to commence; specifically, confluency induces fatty acid metabolic enzymes, but not the cholesterol metabolic ones. This is not simply a consequence of *in vitro* growth conditions, because detachment and JNK inhibitors induce the metabolic enzymes of both. Therefore, it appears that individual components of the differentiation process, such as innate immunity, steroid metabolism etc. while coordinated *in vivo*, are on separate, individual regulatory branches, i.e., can be controlled individually.

It is important to recognize the limitations of the methods used in this study. Specifically, it is possible that several ontological categories are important in the processes described, but do not meet the statistical significance cut-offs chosen. For example, confluency may induce fewer innate immunity genes, or induce them to a lesser degree, which would exclude these from Table 3. Apoptosis regulators can often be both positive and negative and their transcriptional changes do not necessarily imply the presence or absence of apoptosis. Despite such caveats, it is clear that detachment from the substratum initiates a quite comprehensive differentiation process.

## Materials and Methods

### Keratinocyte growth in suspension

We used the approach described before [45], [46]. Briefly, primary cultures of normal human neonatal foreskin epidermal keratinocytes were obtained from Dr. M. Simon (Living Skin Bank, Burn Unit SUNY Stony Brook). The cultures were initiated using 3T3 feeder layers and then frozen in liquid nitrogen until used. Once thawed, the keratinocytes were grown without feeder cells in a defined serum-free keratinocyte growth medium, KGM, supplemented with 2.5 ng/ml epidermal growth factor and 0.05 mg/ml bovine pituitary extract (keratinocyte-SFM, GIBCO, San Diego, CA) at 37°C, in 5% CO_2_. The medium was replaced every 2 days and the cells were expanded through 3 passages for the experiments. They were trypsinized with 0.025% trypsin, which was neutralized with 0.5 mg/ml of trypsin inhibitor. We avoid using serum to neutralize the trypsin because serum can promote certain aspects of keratinocyte differentiation. For most of our experiments, we use third-passage keratinocytes at 50-70% confluence. In this work we used the same, single line of primary human keratinocytes described in our previous publications [6], [10], [45], [46]. These primary cultures provide a more appropriate target than immortalized, anneuploid cell lines, and by using a single large batch of cells, we avoided variability due to growth conditions. Suspended keratinocytes were plated into bacteriological, not pre-treated Petri dishes, where they fail to attach to the substrate. They were harvested by centrifugation. Attached keratinocytes were grown in standard P100 tissue culture dishes and the cells were harvested by scraping.

### RNA isolation and labeling

To obtain RNA of appropriate quality for chip analysis we first disrupted the keratinocytes and isolated the RNA is using Trizol (Gibco). This was followed by the use of Qiashredders to homogenize cell extracts with centrifugation at 1,800×g for 2 min. The DNA was removed with on-column DNAse digestion using RNAses-free DNAse Set (Qiagen). The RNA samples were stored in water at −80°C until hybridization. To ascertain the good quality of RNA, 28S and 18S ribosomal bands are visualized on a non-denaturing agarose gel and OD_260/280_ spectrophotometric ratio of at least 1.8 was determined. Approximately 5 to 8 µg of total RNA was reverse transcribed, amplified and labeled as described [6], [47]. Labeled cRNA was hybridized to the arrays (Affymetrix U95Av2), which were washed, stained with anti-biotin streptavidin-phycoerythrin labeled antibody using Affymetrix fluidics station and then washed again according to the Affymetrix protocol. The arrays were scanned using the Agilent GeneArray Scanner system (Hewlett-Packard) and GeneChip 3.0 software to determine the expression of each gene. The Northern blot analyses that confirm microarray data used standard molecular biology protocols, as described [45], [46]. The Affymetrix U95Av2 arrays contain 12,625 features and probe almost 10,000 full-length human genes.

### Array data analysis

We used the same data analysis approach as described in our publications [48]. Intensity values from the chips were obtained using Microarray Suite v. 5.0 (Affymetrix), and scaled by calculating the overall signal for each array. We included in the analysis only those genes determined by the Affymetrix algorithm to be present in at least one sample. The eliminated genes are not expressed in keratinocytes, or expressed at such low level that their measurements were unreliable. Differential expression of transcripts was determined by calculating the fold change, where genes were considered regulated if the expression levels differed more than 1.5-fold. Annotation and ontology of regulated genes was obtained using DAVID [49].

Microarray data were deposited into annotated and curated database of the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus, GEO (http://ncbi.nlm.nih.gov/geo) [50], and are accessible under GSE57045.

## Supporting Information

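Table S1 lists 917 probe sets under 762 rows, and all 917 were found in the deposited table. Each was higher in suspended cells. The smallest log2 ratio among them was 0.95, which is 1.93-fold. Of 926 probe sets in the deposited table with a log2 ratio above 0.95, controls left out, 917 are in Table S1. The table includes 105 probe sets whose brighter signal lay below the median of both arrays, and 18 below the 25th percentile.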

Table S1 **Genes overexpressed in suspended keratinocytes.**
(XLSX) Click here for additional data file.

Table S2 **Genes overexpressed in attached keratinocytes.**
(XLSX) Click here for additional data file.

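Table S2 as read here lists 1655 probe sets, of which 11 are controls of the array. All 1655 were higher in attached cells, and the smallest difference was again 0.95 on the log2 scale. Of 1645 probe sets that differed by more than this, controls left out, 1644 are in Table S2. Among them 245 had a brighter signal below the median of both arrays, and 32 below the 25th percentile.

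**Figure D6:**
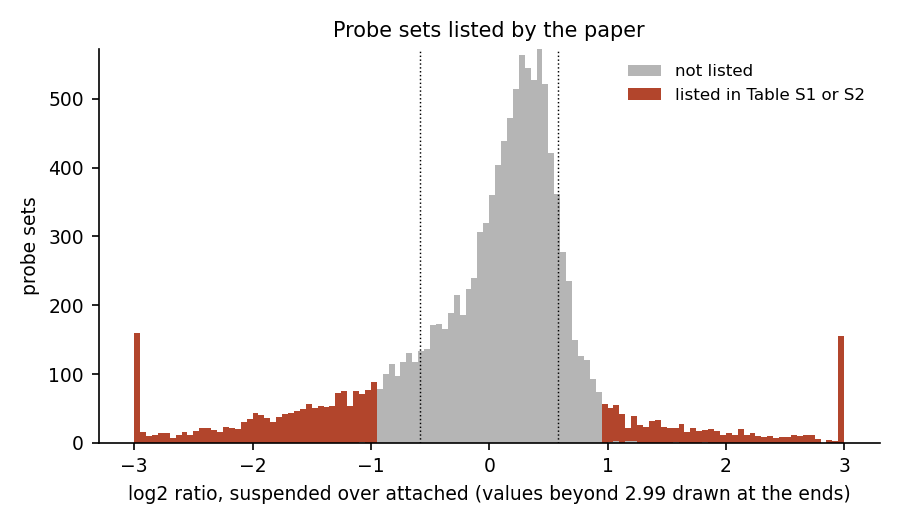
Number of probe sets by log2 ratio of suspended over attached cells, for all probe sets that are not controls. Red bars are probe sets in Table S1 or S2 and dotted lines mark 1.5-fold. Listed probe sets begin at 0.95 on either side.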

Table S3 **Positive and negative regulators of transcription overexpressed in suspended keratinocytes.**
(XLSX) Click here for additional data file.

Table S4 **Cell cycle and proliferation associated overexpressed in attached keratinocytes.**
(XLSX) Click here for additional data file.

Table S5 **Splicing, melanosomal and mitochondrial genes overexpressed in attached keratinocytes.**
(XLSX) Click here for additional data file.

Table S6 **Apoptosis regulators overexpressed in attached keratinocytes.** A few genes that can serve as both positive and negative regulators are marked in gray, as an illustration.
(XLSX) Click here for additional data file.

Table S7 **Complete results of metaanalysis comparing ontological categories in differentiating keratinocytes.** Gray field indicate p-values above 0.1.
(XLSX) Click here for additional data file.

Table S8 **Complete results of metaanalysis comparing ontological categories in basal, undifferentiated keratinocytes.**
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

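Transcript levels in primary human epidermal keratinocytes were measured on Affymetrix U95Av2 arrays, 1 from attached and 1 from suspended cells after 48 h. The authors obtained intensities with Microarray Suite (MAS 5.0), scaled each array by its overall signal and, per the paper, kept only genes called present in at least 1 sample. The sample labels name MAS5 and GCOS, without versions. The deposited table holds 1 log2 signal per probe set and array, made by the authors with this software before deposition. The log scale is inferred from the range of 1.66 to 13.84 over 12625 probe sets, since neither the table nor the text states the log or its base, and the plan written before the values were seen had assumed signals on a linear scale. The table holds no detection calls, so the authors' filter on present genes could not be repeated.

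From the deposited log2 signals, the log2 ratio of suspended over attached was computed for each probe set, with no further scaling. The 67 control probe sets, and the probe sets of XIST and of genes on the Y chromosome, were left out, which leaves 12542. A probe set was kept when its brighter signal was at least 5.75, the median of both arrays; this kept 7177 probe sets and 5164 genes. The threshold was 1.5-fold, as in the paper. A gene was counted as higher in a culture when at least 1 of its kept probe sets passed the threshold, and single genes and gene lists were read from the brightest kept probe set of each gene. Where the dimmer signal was below 5.75, the fold is a lower bound taken against 5.75, and no fold is given where both signals were below it. Genes the paper names whose probe sets were all below the filter are given by their brightest probe set, with both signals.

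Gene symbols came from the annotation of the array, in which 10961 probe sets have 1 gene symbol and 545 have several; 1119 probe sets have none. Only probe sets with 1 symbol entered gene counts and lists. Symbols were checked by gene ID against the RefSeq genes of GRCh38.p14, which changed 0 of them and lacked 12 of the IDs. For genes named by the paper and without such a probe set, the name given in the paper's Tables S1 and S2 was used and is marked in the text.

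With 1 array per condition no test was made, no p-value was computed and no replicate spread exists, so the number of arrays limits the precision of every value. The spread between probe sets of the same gene, the spike-in controls and the 3 prime and 5 prime controls were used as technical measures. For 61 gene lists, written before the data were examined, the median log2 ratio was placed among 10000 random lists of the same size drawn from the same 10 classes of mean signal, for lists with at least 3 genes above the filter. The 95% interval of a median is the binomial interval of its order statistics over genes, or the range for lists of fewer than 6 genes, and describes genes on these arrays. The genes named in the text are the 15 with the highest and the 15 with the lowest ratio with dim signals raised to the filter value, the genes the paper's results name, and up to 4 genes per list with the largest ratios by the same measure, apart from a few named after their values were seen. The paper's tables had been read when this rule was written.

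The alternatives set before the data were examined were no filter, a filter at the 25th or the 75th percentile, scaling to equal medians, quantile normalization, scaling to equal means with 2% trimmed at each end, raising low signals to the filter value, adding the 25th percentile as an offset, a threshold of 2-fold, the brightest probe set of each gene, the mean of its probe sets, and probe sets without a suffix that marks shared transcripts. Added after the data were seen were scaling to the 9 spike-in probe sets, centring by a running median of the log2 ratio over 501 probe sets ordered by mean signal, and a log2 threshold of 0.95 without a filter.

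The calculations were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and the plots with matplotlib 3.10.9. The steps were tested on simulated arrays made from the signals of 12542 probe sets with added noise, with an SD of 0.25 on the log2 ratio. Of 100 probe sets changed 2-fold, 92.0% passed the 1.5-fold threshold, as did 100% of 100 probe sets changed 4-fold and 2.21% of unchanged kept probe sets. This noise is smaller than the SD of 1 probe set measured here. With noise of that SD, 0.55, 69.0% of probe sets changed 2-fold and 30.5% of unchanged kept probe sets passed, and with 0.30, the SD from the median absolute deviation, 93.0% and 5.4%. On the measured arrays the most frequent log2 ratio of kept probe sets was 0.43. The simulated rates for unchanged probe sets may therefore not hold for these arrays.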

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

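The tests of S phase, of the numbers of genes under each scaling and of the filter at the 75th percentile, and the repeats of tests with dim signals raised to the filter value, were chosen after the values were seen; the other tests were set down before. The paper's text does not discuss the histone genes, the autophagy genes or the kinases below, and no control samples or replicates exist against which to set them.

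Histone genes were higher in suspended cells. Of 18 replication-dependent and H1 histone genes above the filter, 17 were more than 1.5-fold higher in suspended cells and none in attached cells, with a median log2 ratio of 2.04, or 1.59 with dim signals raised to the filter value, above all 10000 random lists. The paper's Table 1c lists H2B genes under the response to bacteria. H2AC6 was at least 7.27-fold and H2AC8 at least 7.29-fold higher. The tables argue against 2 explanations. More cells in S phase would bring more transcripts of replication genes, whose median was -0.99 (-1.53 to -0.73), or -0.82 (-1.09 to -0.36) with dim signals raised. Scaling was not the whole cause either, since the lowest median over 5 scalings was 1.40 (0.69 to 2.51), or 1.29 (0.69 to 2.25) with dim signals raised, above the threshold of 0.58. Signal shared between near-identical histone genes stays open. The 11 with a probe set not marked as shared had a median of 2.40 (0.96 to 4.24), past the bound set beforehand. That bound did not allow for dim signals: 9 of the 11 were below the filter in attached cells, so their ratios are not measured differences. With dim signals raised 7 of the 11 were past the threshold, but the median was 1.09 (0.16 to 3.01), an interval that includes the threshold. A difference in histone transcripts that comes with suspension, such as more polyadenylated forms in cells that have left the cycle, is a candidate explanation that was not tested, and the harvest and the single array of each culture remain open.

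Autophagy genes were higher in suspended cells for 11 of 18 above the filter and in attached cells for 2, with a median log2 ratio of 1.20, above all 10000 random lists, or 0.67 without a filter and 0.77 with the filter at the 25th percentile. BNIP3L had a log2 ratio of 3.57, ULK1 of 3.36 and ATG2A of 2.38. The list of kinases that act on splicing factors, with 4 genes above the filter, had a median of 0.81, at the 98.2 percentile of random lists, and of 0.46 under spike-in scaling, where 1 gene instead of 3 was past the threshold. CLK1 was at least 6.37-fold higher in suspended cells and CLK3 had a log2 ratio of 0.83, while CLK2 had one of -0.11. Neither group was tested further.

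More genes were higher in attached (1508) than in suspended cells (1144). All 9 spike-in probe sets were higher on the suspended array, by 0.02 to 0.73 with a mean of 0.35 (SD 0.21) on the log2 scale. The most frequent log2 ratio was 0.35 as well for all probe sets, and 0.43 for the kept probe sets. Over 3 scalings set beforehand, the lowest ratio of genes higher in attached to genes higher in suspended cells was 1.07, which neither reaches 1 nor clears the bound of 1.1, and under spike-in scaling it was 3.40. An effect of scaling and a difference between the cultures cannot be told apart here, since the amounts of spike-in RNA added are not given and each culture has 1 array. Loss of dim signals was argued against: above the 75th percentile of signals the ratio was 1.39.

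Immediate-early genes were higher in suspended cells for 15 of 19, with a median of 1.73. The lowest median over 5 scalings was 1.38 (0.26 to 2.36), or 0.89 (0.26 to 2.14) with dim signals raised, intervals that include the threshold of 0.58, so an effect of scaling stays open. Under spike-in scaling, which gave the 1.38, 12 of the 19 were still past the threshold in suspended cells and 1 in attached cells. Handling at harvest was tested on FOS, EGR1, ATF3, IER2 and NR4A1, whose median was 0.84, above the threshold, with a range over the 5 genes of 0.30 to 3.01, or 0.30 to 1.93 with dim signals raised, that includes it. Suspended cells were centrifuged and attached cells scraped, so handling and suspension cannot be told apart for these genes.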

How the results depend on the processing

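No paired analysis was possible because the study has 1 array per condition, so no replicate could be left out either. Scaling to the spike-in controls, centring by signal and the log2 threshold of 0.95 were chosen after the data were seen; the other alternatives were set before.

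The number of genes more than 1.5-fold higher in attached cells was 1508 and ranged from 1033 to 1860 under the alternatives set before the data were examined, and was 2162 under spike-in scaling, 1683 with centring and 1277 at the threshold of 0.95, each within 1.5 times the first value. The number higher in suspended cells, 1144 genes and 1517 probe sets, was less steady. It was 742 genes and 955 probe sets with the filter at the 75th percentile and 602 genes and 774 probe sets at 2-fold, both of which select fewer probe sets by construction. It was 636 genes and 809 probe sets under spike-in scaling, which lowers every log2 ratio, and 713 genes and 925 probe sets at the threshold of 0.95 without a filter, which is stricter. Under the other alternatives it stayed within 1.5 times the first value. More genes were higher in attached than in suspended cells under all of these settings, by a factor of 1.07 to 1.72 for those set beforehand and of up to 3.40 under spike-in scaling.

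Of the medians of the 60 gene lists with at least 3 genes above the filter, none whose interval leaves out 0 changed sign under any alternative, and 699 of 719 recomputed medians stayed within the interval of the first value. With low signals raised to the filter value, the medians of the mitosis and ribosome biogenesis lists were -0.92 and -1.08, and with the offset they were -1.16 and -1.20, since both alternatives draw dim signals together. With the offset the median of the melanocyte genes was 0.29. Spike-in scaling moved the median log2 ratio of the kept probe sets from 0.13 to -0.28. Under it the medians were -1.08 for the proteasome, -1.90 for focal adhesion and actin genes, -1.36 for splicing factors, -0.76 for cytosolic ribosomal proteins, -1.14 for oxidative phosphorylation and -1.69 for genes of the endoplasmic reticulum. They were 0.03 for the lysosome, 0.04 for melanocyte genes, 0.12 for MAPK cascades, 0.30 for nuclear receptors, -0.17 for protein phosphatases, 0.18 for leukocyte genes and 0.17 for endothelial genes. With centring by signal the medians were -0.14 for cytosolic ribosomal proteins and 0.14 for melanocyte genes. The alternative with only probe sets above the 75th percentile left no gene of 1 list.

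Of the log2 ratios of 260 named genes, 2950 of 3067 recomputed values moved by less than the SD of 1 probe set, 0.55. Taken from the median absolute deviation this SD is 0.30. Several settings could not move a value by 0.55. A filter leaves the ratio of a gene unchanged, and scaling to the spike-in controls shifts all ratios alike, by 0.35. No value moved under any filter, scaling or centring. Raising low signals to the filter value moved 43 of 260 values, and the offset moved 55. The mean of a gene's probe sets moved 14. Using probe sets without a suffix moved 4 and reversed 1. BAX had a log2 ratio of -1.81 by its brightest probe set and 0.07 by its brightest probe set without a suffix; the cause was not tested. Of 1063 genes higher in suspended cells by their brightest probe set, 1020 were still above the filter under spike-in scaling and 605 past the threshold; this scaling lowers every log2 ratio, so it loses genes higher in suspended cells by construction. Signals near the filter limit what can be read. No fold is given for a gene below 5.75 in both cultures. With the filter at 5.75 such genes were counted only for the paper's Tables 1a, 1e and 2a. The fold of a gene below 5.75 in 1 culture is a lower bound.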

Differences from the paper's values

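At the paper's threshold of 1.5-fold, 1144 genes were higher in suspended cells, against the paper's 762. The paper states that only genes called present were kept. The deposited table holds no such calls, so a brightness filter was used here. The value fell within 1.5 times the paper's with the filter at the 75th percentile (742), with low signals raised to the filter value (961), with the offset of the 25th percentile (871), at a threshold of 2-fold (602) and with the brightest probe set per gene (1063). It did not with no filter (1560), the filter at the 25th percentile (1446), median scaling (1174), quantile normalization (1193) or trimmed mean scaling (1335). Of the settings chosen after seeing the values, spike-in scaling gave 636, centring by signal 896, and a log2 threshold of 0.95 without a filter 713 genes. All 917 probe sets in Table S1, and the 1644 in Table S2 that are not controls, have log2 ratios beyond 0.95, while the brightness filter drops 105 and 245 of them. With no filter, 926 and 1645 probe sets lie beyond 0.95, so nearly all of them are listed. The listed probe sets include 18 and 32 below the 25th percentile. The lists thus follow a cutoff near 0.95 rather than 1.5-fold, with little sign of a filter on signal. For attached cells, where the paper's number is 1427, the value of 1508 lies within 1.5 times of it, but spike-in scaling gave 2162.

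The smallest log2 ratio in Table S1, and the smallest difference in Table S2, was 0.95. Read on the log2 scale this is 1.93-fold, where the paper states 1.5-fold. If the deposited values were natural logarithms it would be 2.59-fold, and as decimal logarithms 8.92-fold in Table S1.

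The paper states that enzymes of fatty acid and cholesterol metabolism were induced in suspension. Of 17 genes of fatty acid oxidation and lipid droplets, 9 were higher in suspended and 4 in attached cells, but of 10 genes of fatty acid synthesis 2 were higher in suspended and 6 in attached cells, and of 17 genes of cholesterol synthesis 2 and 6. The counts of the cholesterol genes were 5 and 6 under quantile normalization and 4 and 5 with centring by signal, and 10 of the 17 had log2 ratios above 0, with a median of 0.21. The paper states that steroid metabolism enzymes were induced by detachment. Of 8 genes of the steroid hormone synthesis list above the filter, 1 was higher in suspended and 1 in attached cells. Only 1 of them was kept with the filter at the 75th percentile. The paper's statement rests on categories of steroid and sterol metabolism, which this list does not stand for, so these counts do not test it. TM7SF2, of cholesterol synthesis, had a log2 ratio of 4.66.

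The paper states that positive regulators of apoptosis were induced in suspended cells and negative regulators in attached cells, and elsewhere that regulators of either kind were higher in attached cells, with which genes of both lists go. Of 26 pro-apoptotic genes, 6 were higher in suspended and 8 in attached cells, and the counts were 4 and 16 under spike-in scaling and 4 and 12 with centring by signal. Of 16 anti-apoptotic genes, 4 were higher in suspended and 6 in attached cells, with a median log2 ratio of 0.01, and the counts were 4 and 4 with low signals raised to the filter value, 5 and 5 with centring by signal, and 3 and 7 under spike-in scaling, the direction the paper states. BNIP3L and BNIP3, with log2 ratios of 3.57 and 2.74, go with the paper's statement on positive regulators.

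The paper names Fas among genes higher in attached cells. The probe set of FAS above the filter had a log2 ratio of 0.60. The probe set in Table S2 had one of -1.01 with both signals below the filter, at 3.66 and 2.65. The other FAS probe sets, also below the filter in both cultures, had log2 ratios of -0.87, -0.91, -0.54 and 0.35. RB1, which the paper places in the attached cells, had both signals below the filter on all its probe sets; those in Table S2 had log2 ratios of -1.60 and -1.20. The paper names the thyroid hormone receptor among the induced nuclear receptors. The brightest probe set of THRA had a log2 ratio of 0.30, and its other kept probe sets had log2 signals of 5.24 and 5.63 in attached cells, below the filter, and of 5.84 and 6.48 in suspended cells. THRB had signals of 5.24 and 5.89.

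The paper states that suspended cells, unlike suprabasal cells, do not express proteases. Of 19 serine protease genes, 11 were higher in suspended and 3 in attached cells, and elsewhere the paper counts proteolysis among the categories that suspension shares with suprabasal cells.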

Other observations

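Genes induced by interferon were lower in suspended cells. Of 27 above the filter, 16 were more than 1.5-fold higher in attached and 2 in suspended cells, with a median log2 ratio of -0.73, at the 0.16 percentile of random lists. Without a filter or with the filter at the 25th percentile the median was -0.47 over 37 genes. Of those, 17 were higher in attached and 4 in suspended cells. IFITM3 and IFITM1 had log2 ratios of -3.12 and -2.24 and LGALS3BP of -2.07, while OASL was at least 9.68-fold higher in suspended cells.

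Aminoacyl-tRNA synthetase genes had a median log2 ratio of -0.94, with 10 of 15 higher in attached and none in suspended cells; IARS1 had a log2 ratio of -2.67. Genes of heat shock and oxidative stress had a median of -0.94 over 30 genes, but went both ways. HMOX1 was at least 19.0-fold higher in suspended cells, SOD1 at least 12.9-fold higher in attached cells and MT1F had a log2 ratio of -3.62. Genes of the unfolded protein and integrated stress response had a median of -0.24, with SLC7A5 at -2.98 and CEBPD at 2.70. Targets of p53 had a median of -1.11 over 14 genes, with 5 higher in suspended and 8 in attached cells, or -0.45 with dim signals raised to the filter value. Genes induced by hypoxia were split, with 8 higher in suspended and 10 in attached cells; their median of -0.11 was 0.05 without a filter, 0.04 with the filter at the 25th percentile and 0.02 under trimmed mean scaling.

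Markers of other cell types were above the filter in part. Of 14 fibroblast genes on the array 7 were above the filter, with a median log2 ratio of 0.26, and -0.10 under spike-in scaling. PDGFRA had log2 signals of 7.96 in attached and 8.54 in suspended cells, and FAP was at least 1.46-fold higher in attached cells. Leukocyte and Langerhans cell genes had 10 of 18 above the filter, with a median of 0.54, and endothelial genes 4 of 10, with a median of 0.53. In attached and suspended cells the log2 signals were 6.88 and 7.43 for CD14, 5.53 and 6.48 for PTPRC, 6.62 and 7.12 for CLDN5 and 5.43 and 6.02 for TEK.

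The median log2 ratio depended on the signal. It was 0.22 in the dimmest of 10 classes of mean signal among the kept probe sets and -0.28 in the brightest. The GAPDH control probe sets had log2 ratios of -1.69 at the 3 prime and -1.68 at the 5 prime end, and those of beta-actin -1.34 and -1.81. The 3 prime signal minus the 5 prime signal was 0.55 for GAPDH on each array, and -0.68 in attached and -0.20 in suspended cells for beta-actin.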
